# Molecular regulation of high muscle mass in developing Blonde d'Aquitaine cattle foetuses

**DOI:** 10.1242/bio.024950

**Published:** 2017-08-24

**Authors:** Isabelle Cassar-Malek, Céline Boby, Brigitte Picard, Antonio Reverter, Nicholas J. Hudson

**Keywords:** Skeletal muscle, Myostatin, Mitochondria, Genomics, Myogenesis

## Abstract

The Blonde d'Aquitaine (BA) is a French cattle breed with enhanced muscularity, partly attributable to a *MSTN* mutation. The BA *m. Semitendinosus* has a faster muscle fibre isoform phenotype comprising a higher proportion of fast type IIX fibres compared to age-matched Charolais (CH). To better understand the molecular network of modifications in BA compared to CH muscle, we assayed the transcriptomes of the *m. Semitendinosus* at 110, 180, 210 and 260 days postconception (dpc). We used a combination of differential expression (DE) and regulatory impact factors (RIF) to compare and contrast muscle gene expression between the breeds. Prominently developmentally regulated genes in both breeds reflected the replacement of embryonic myosin isoforms (*MYL4*, *MYH3*) with adult isoforms (*MYH1*) and the upregulation of mitochondrial metabolism (*CKMT2*, *AGXT2L1*) in preparation for birth. However, the transition to a fast, glycolytic muscle phenotype in the MSTN mutant BA is detectable through downregulation of various slow twitch subunits (*TNNC1*, *MYH7*, *TPM3*, *CSRP3*) beyond 210 dpc, and a small but consistent genome-wide reduction in mRNA encoding the mitoproteome. Across the breeds, *NRIP2* is the regulatory gene possessing a network change most similar to that of *MSTN*.

## Abstract (precis)

**Summary:** We explored the molecular basis of high muscle mass in Blonde d’Aquitaine cattle, and found that mRNA encoding slow fibres and mitochondrial proteins were downregulated in this breed.

## BACKGROUND

Feed is the single largest cost in many intensive livestock farming enterprises including beef feedlotting (Robinson and Oddy, 2004). Consequently, the food production industry is interested in enhancing the feed conversion efficiency of its major production species. Accelerating improvements in these areas beyond what can be achieved by traditional artificial selection on phenotype first requires a base level of understanding. What physiological and developmental processes are taking place, and what are their functional limits? Fortunately, domesticated species provide opportunity to uncover the molecular mechanisms underpinning phenotypes of interest (Andersson and Georges, 2004). Agricultural scientists have numerous breeds at their disposal that, through generations of selective breeding, possess strong phenotypes expressed against a relatively stable background genome. The mechanistic basis of feed efficiency is not known, but variation in feed intake, digestion, metabolism, activity and thermogenesis have all been implicated (Herd and Arthur, 2009). Focussing on skeletal muscle tissue, mammals possess a range of fibre types with different functional properties. Interestingly, we already know that highly feed-efficient breeds of all the major production species, such as Piedmontese cattle (Lehnert et al., 2007), Belgian Blue cattle (Bouley et al., 2005; Deveaux et al., 2001; Hanset et al., 1987), Large White pigs (Lefaucheur and Ecolan, 2005; Lefaucheur et al., 2004, 2011), German Landrace pigs (Rehfeldt et al., 2008) and Callipyge sheep (Jackson et al., 1997a,b,c), collectively possess exactly the same shift towards a whiter type IIB/IIX phenotype compared to their wild counterparts and less efficient breeds. Broiler chicken muscle can be seen as the most extreme example of this phenotype (Kiessling, 1977).

A bioenergetic feature of type IIB/X fibres is a lower mitochondrial content than type I and IIA. This implies that the glycolytic fibre shift documented above will result in muscle tissue mitochondrial content decreasing. Direct measures of mitochondrial content have not been routinely taken. However, Vincent et al. (2015) recently discovered that when divergently selecting on residual feed intake, the more efficient pigs possessed a lower muscle oxidative metabolism and mitochondrial content. Similarly, in Yorkshire boars, low muscle mitochondrial content has recently been associated with higher feed efficiency (Fu et al., 2017). In addition, double-muscled cattle or cattle selected for high growth potential and feed efficiency also possess less oxidative muscles (Sudre et al., 2005; Picard et al., 2006), as do Charolais (CH) divergent for muscle mass (Sudre et al., 2005). A reduction in oxidative capacity has previously been argued to improve metabolic efficiency on the grounds that it is inefficient to possess too much fuel burning capacity (Hudson, 2009). The engineering argument runs as follows: it is not economical to pay for the construction (biogenesis), maintenance (trans-membrane proton gradient) and load (space that could be occupied by other cellular structures) of energetically expensive mitochondrial capacity that is not needed. Further, Bottje and Carstens (2009) have reviewed the impact of isolated mitochondrial performance and its impact on poultry and livestock feed, efficiency documenting associations in several species and circumstances. These lines of evidence support a role for mitochondrial function in contributing to variation in feed efficiency.

However, the genetic bases of the ‘whitening’ of livestock muscle and other biological aspects of efficiency remain a mystery. Other than some progress in identifying causal mutations such as the various myostatin (*MSTN)* mutants, the detailed rewiring of gene regulatory networks that manifest these anatomical and physiological changes through muscle development are largely unknown. Here, we attempt to shed more light on this question by contrasting the genome-wide muscle transcriptomes of two breeds of cattle. A *MSTN* mutation has been identified in the Blonde d'Aquitaine (BA) breed (Bouyer et al., 2014) that culminates in greater muscle mass and feed efficiency than the comparison CH, but not all individuals carry the mutation. In line with the other examples given above, BA also has a more glycolytic, less oxidative muscle metabolism and a higher proportion of fast glycolytic IIX fibres (Listrat et al., 2001; Picard and Cassar-Malek, 2009). We analysed *m.* *Semitendinosus* samples at three prenatal time points coincident with secondary myogenesis (110 days postconception (dpc), onset of functional differentiation (180 dpc), completion of functional differentiation (210 dpc), in addition to a later time point prior to birth when mature muscle has been established (260 dpc). Through the application of several methods including a differential network algorithm we have identified molecules behaving differently between the two breeds during pre-natal development, when adult muscle potential is defined.

## RESULTS

### Histology

Representative histology sections of the *m.* *Semitendinosus* for the two breeds of cattle were analysed at each time point (data not shown). By 260 dpc, comparison of fibre frequencies in the muscle of BA versus CH at 260 dpc (Fig. S1) showed that BA muscle contained a lower proportion of slow (I) fibres than CH (8.2% versus 15.8%), of which 77% still expressed the foetal myosin heavy chain (MyHC). Moreover, BA muscle contained a higher proportion of fast (II) fibres than CH (92.8% versus 76.4%), of which 47% still expressed the foetal MyHC. Lastly, the proportion of IICF fibres (transition fibres containing I, IIa and F MyHC) was lower in the muscle of BA versus CH. This clearly indicated a predominant fast glycolytic phenotype in the BA. Accordingly, at 260 dpc, the activity of oxidative enzymes was lower in the BA than in the CH. The higher content of foetal MyHC also suggested that the differentiation of BA fibres originating from both the first and secondary generation was delayed compared to that of CH fibres.

### Developmental patterns of differential expression (DE) in both breeds

We determined normalized mean expression values for 45,220 probes mapped to 17,646 bovine protein coding genes. 

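The arrays measured RNA from muscle of foetuses of the Blonde d'Aquitaine (BA), a French beef breed, and the Charolais (CH), the breed it was compared with, at 110, 180, 210 and 260 days post conception (dpc). Each array was hybridized with Cy3-labelled RNA of 1 foetus. There were 3, 2, 3 and 2 BA foetuses and 2, 3, 3 and 3 CH foetuses at these stages, 21 arrays in all. The paper's methods give the same group sizes for the arrays, whereas its discussion gives a smaller number of foetuses studied. The BA foetuses were 3 males and 7 females and the CH foetuses 5 males and 6 females, from 2 sires in each breed. The paper names the muscle *m.* *Semitendinosus*, whereas the sample labels name *m.* *Longissimus thoracis*. The arrays lay on 6 slides scanned on 3 days, and every slide but 1 held both breeds. The authors extracted the intensity of each spot with Feature Extraction, with multiplicative detrending and no background subtraction, and the deposited intensities were not scaled between arrays. An array had 45220 spots, control spots included. Control spots and spots marked as outliers were left out and the spots of a probe were averaged, which left 43653 probes. Through their accessions 26628 probes were named, covering 12538 genes. Between 29027 and 34508 probes per array were well above background, with a median of 30547. The group medians lay between 29512 in CH at 260 dpc and 31638 in BA at 110 dpc.

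The intensities were transformed to log2, the 75th percentile of each array was subtracted, and a constant of 2.69 was added so that 0 is the median probe of a typical array. Every expression value is on this scale (normalized log2 intensity) and is that of a single probe, and every breed difference is BA minus CH. Each value is given as mean ± SD over the foetuses of a group. Differences were tested with limma, with a mean for each of the 8 groups fitted over all 21 arrays and Benjamini-Hochberg adjustment over the probes tested, or over all 43653 probes for a gene under the expression filter. A group holds 2 or 3 arrays, and this number limits the precision. A two-sided exact permutation test within 1 stage can give no p under 0.1. Over all stages, breeds can be reassigned within stages in 20000 ways.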

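A probe was tested when its mean normalized log2 intensity was above 0 in at least 7 of the 8 groups. This left 20132 probes of 7939 named genes, of which 19450 probes were above 0 in all 8 groups. The filter counts group means, so a probe that is dim on a single array of a group can pass.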

After quality checking for a minimal level of expression in seven of the eight treatments, we were left with a refined list containing 19,100 probes mapping to 10,138 genes. When comparing the breeds for patterns of high developmental regulation (including but not limited to stepwise increases and decreases across development), a number of genes were identified. This was achieved by computing the standard deviation of expression values across the four time points on a breed-specific basis. 

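In the comparison of 260 with 110 dpc, 10545 of the 20132 probes differed in BA at an adjusted p under 0.05 in limma, 5556 higher and 4989 lower at 260 dpc. In CH, 10509 probes differed, 5533 higher and 4976 lower. The counts were highest without the filter, 14532 in BA and 14258 in CH, and lowest with the authors' value table, which holds log2 intensities without scaling between arrays. It gave 7020 probes in BA, 1733 higher and 5287 lower, and 6536 in CH, 1701 higher and 4835 lower. On those unscaled values the median difference of all probes between 260 and 110 dpc was −0.39 in BA and −0.34 in CH. The SD over the 4 stage means was computed for the 26328 probes well above background on every array and had a Pearson correlation of 0.897 between the breeds. That correlation is across probes, which are not independent replicates.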

High standard deviations reflect high developmental regulation. 

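The embryonic light chain *MYL4* (probe A_73_108009) had a mean of 9.35 ± 0.34 (SD, n = 3) in BA at 110 dpc and 5.64 ± 1.31 (SD, n = 2) at 260 dpc. The difference was −3.71 (SE 0.50, limma adjusted p = 9.8e-06). In CH it went from 9.54 ± 0.01 (SD, n = 2) to 4.83 ± 0.67 (SD, n = 3), a difference of −4.71 (limma adjusted p = 6.9e-07). The embryonic heavy chain *MYH3* (A_73_117196) stayed between 10.72 and 10.84 in BA from 110 to 210 dpc and reached 10.09 ± 0.40 (SD, n = 2) at 260 dpc. Its difference between 260 and 110 dpc was −0.75 in BA (SE 0.25, limma adjusted p = 0.020) and −0.91 in CH (limma adjusted p = 0.0061). Without BA replicate 2 at 260 dpc the difference in BA was −0.47 (limma adjusted p = 0.25), and with median scaling it was −0.62 (limma adjusted p = 0.057). A second and dimmer probe (A_73_P430486) fell by 2.45 in BA and by 3.00 in CH. The adult heavy chain *MYH1* (A_73_P332346) was at −1.98 ± 0.75 (SD, n = 3) in BA at 110 dpc, −0.051 at 180 dpc, 4.86 at 210 dpc and 8.48 ± 0.12 (SD, n = 2) at 260 dpc. The difference between the first and last stage was 10.46 (SE 0.62, limma adjusted p = 1.0e-08). In CH it was 10.58, from −2.31 to 8.27. The size of the rise depended on the probe. The brightest *MYH1* probe (A_73_P476593) rose by 2.95 in BA and by 2.63 in CH. A_73_P366280 rose by 4.85 and 4.96, and A_73_P047416 by 9.50 and 9.60. For each of these genes, no breed difference at any stage was past the threshold after adjustment.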

The replacement of embryonic myosin heavy chain isoforms (*MYL4*, *MYH3*) with adult isoforms (*MYH1*) was observed. 

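The mitochondrial creatine kinase *CKMT2* (probe A_73_P251541) was well above background on every array. Its mean in BA was −2.08 ± 0.21 (SD, n = 3) at 110 dpc, −0.90 at 180 dpc, 1.51 at 210 dpc and 4.02 ± 0.24 (SD, n = 2) at 260 dpc. The difference between the first and last stage was 6.10 (SE 0.32, limma adjusted p = 3.3e-09). In CH the mean went from −1.72 ± 0.03 (SD, n = 2) to 4.42 ± 0.42 (SD, n = 3), a difference of 6.14.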

Further, we detected an upregulation of creatine kinase (*CKMT2*), a marker of mitochondrial metabolism, in preparation for birth (Table 1). 

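The transcript *C13H20ORF194* (probe A_73_107199) had a mean of −1.18 ± 0.10 (SD, n = 3) in BA at 110 dpc. It was 1.93 at 180 dpc, 4.33 at 210 dpc and 6.52 ± 0.17 (SD, n = 2) at 260 dpc. The rise of 7.70 between the first and last stage was larger than the spread within any of the 8 groups (SE 0.22, limma adjusted p = 2.7e-11). In CH the rise was 7.55, from −1.24 ± 0.14 (SD, n = 2) to 6.30 ± 0.28 (SD, n = 3).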

We also detected strong developmental regulation of an unannotated Open Reading Frame (ORF), *C13H20ORF194*. *AGXT2L1* also has high developmental regulation, but missing values at some developmental stages in both breeds meant it could not be reported in Table 1*.* It can be seen that the gene expression pattern change in these genes is dominated by upregulation as development progresses. However, we wish to emphasize that this is not a result forced by the analysis. 

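*AGXT2L1*, now named *ETNPPL* (probe A_73_120003), was not well above background on any array at 110 dpc and on 1 of the 2 BA arrays at 180 dpc. At 260 dpc its mean was 4.11 ± 0.17 (SD, n = 2) in BA and 3.46 ± 0.22 (SD, n = 3) in CH. Its increase over 110 dpc was at least 193-fold in BA and at least 155-fold in CH. These are bounds, taken against the dimmest probe that was well above background on each 110 dpc array. It was not ranked by the SD over the 4 stages, which was taken only for probes well above background on every array. Ranked by this SD, *MYH1* was first with an SD of 4.74 in BA and 4.79 in CH, and *C13H20ORF194* had rank 2 among genes with 3.30 and 3.2. *CKMT2* had rank 7, with 2.70 and 2.63. *MYL4* had rank 48. The probe A_73_117196 of *MYH3* had rank 6828 among probes, and the gene rank 199 by its other probe. Of the 20 probes with the highest SD, 18 were higher and 2 were lower at 260 dpc in both breeds.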

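The probe for *SNAP91* (A_73_116976) had a mean of 4.96 ± 0.24 (SD, n = 3) in BA at 110 dpc, 2.51 at 180 dpc, 0.90 at 210 dpc and −0.66 ± 0.24 (SD, n = 2) at 260 dpc. The difference between 260 and 110 dpc was −5.62 (SE 0.22, limma adjusted p = 1.8e-10). In CH it was −5.27. The SD over the stages was 2.40 in BA and 2.28 in CH, and *SNAP91* had rank 12 among genes on this measure.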

Further exploration of the data finds that *SNAP91* ranked in 11th position has a pattern of decline in gene expression over development. This gene encodes a protein enriched in nervous tissue so its expression pattern in muscle samples presumably reflects some aspect of the neuromuscular junction and associated motor innervation.

**Table 1.**
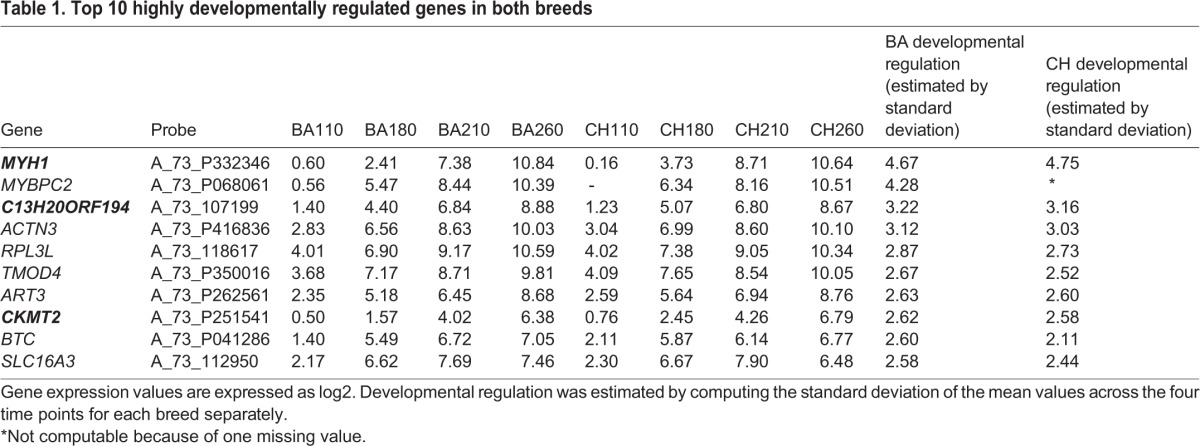
**Top 10 highly developmentally regulated genes in both breeds**

A subset of these genes has also been highlighted in the MA plots represented in Fig. 1. In these plots, in line with all our analysis, the DE is computed by BA minus CH. Patterns of developmental expression change (as opposed to breed DE) can be monitored by following the change in position on the x axis (average abundance) of the plots as one proceeds through development, 110 days to 260 days.

**Fig. 1.**
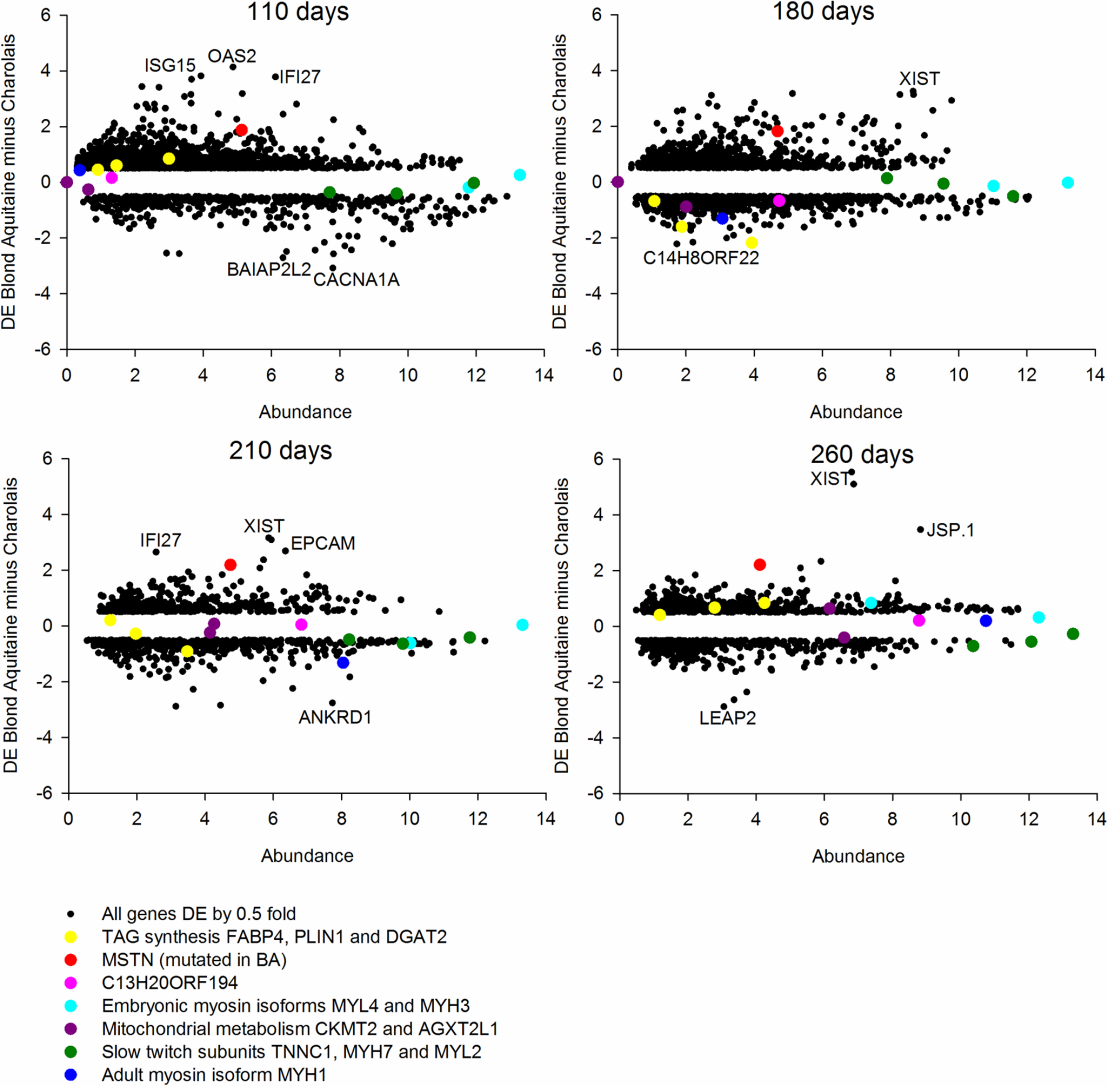
**MA plots at all four time points, highlighting a subset of developmentally regulated and breed-affected genes.** These include muscle structural isoforms, mitochondrial metabolism and the causal mutation *MSTN*. The slow myosin isoforms being downregulated in the BA is consistent with a shift to a faster muscle phenotype in the mutant BA by 260 days. The strong developmental regulation in both breeds of *C13H20ORF194* and *MYH1* is also apparent. MSTN is consistently upregulated in the more muscular BA. We only included data from those genes >0.5 log DE in an effort to simplify the plots. The 0.5 threshold is an entirely arbitrary decision and is not meant to represent significance.

### Breed contrast using DE

As part of our strategy to detect patterns of DE between the breeds at each time point individually we plotted the MA plots as four separate panels (Fig. 1). We only plotted those data minimally differentially expressed (>0.5 log2 DE) to simplify presentation. This 0.5 log2 DE is an arbitrary decision and is not meant to reflect a judgment of statistical significance. In all the plots we have highlighted functional groups of genes we have previously found to be tightly co-expressed in bovine muscle and where the encoded proteins have fundamental roles in embryonic muscle development (*MYL4* and *MYH3*), adult muscle fibre composition (*TNNC1*, *MYH7* and *MYL2*), mitochondrial metabolism (*CKMT2* and *AGXT2L1*) and triacylglyceride synthesis (*FABP4*, *PLIN1* and *DGAT2*). The coordination in expression of these independently measured genes lends more credibility to the biological implications. Further, we also annotated on each plot an adult muscle myosin (*MYH1*) and an ORF (*C13H20ORF194*) with strong developmental regulation. The latter was previously identified in an independent bovine muscle data set. Finally, we further annotated genes with extreme DE values in at least one of the plots. This includes *XIST*, a non-coding RNA involved in X chromosome silencing.

In order to get a broader perspective on DE between the breeds, we established which genes showed cumulatively the most DE between breeds across all time points combined. We summed the absolute mean log2 DE at each of the four developmental stages and ranked the output (see Table S1 for the full data; Table 2 contains the extreme 20). 

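Summed over the 4 stages, the absolute breed differences could be ranked for 7743 genes whose probe was above 0 in all 8 groups. *XIST* had the highest sum, 18.73, followed by *IFI27* with 9.12 and *OAS1Y* with 8.18. The *OAS1Y* probe is the one that Table 2 lists as *OAS2*. A class I histocompatibility antigen probe (*BOLA*) had rank 8 with a sum of 6.41, and *MX1* had rank 9 with 6.18. *IFI6* had rank 29 and *PSMB8* rank 32. The sum carries no error of its own. For *IFI27* the differences were 3.68, 2.37, 2.69 and 0.37 from 110 to 260 dpc, and for *XIST* they changed sign between stages, from −6.81 at 110 dpc to 5.54 at 260 dpc.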

The entire ranked list (10,138 unique genes) was imported into GOrilla (Eden et al., 2009) for functional enrichment analysis assessed by hypergeometric statistics. Gorilla used 49% of the genes in the analysis based on those gene names it recognized and for which it had accompanying functional information. GOrilla found ‘type I interferon signalling pathway’ to be highly enriched based on genes present near the top of the list (FDR Q value<1.25 e^−11^) in the ‘Process’ ontology*.* This enrichment was derived from the following high ranking genes: *XAF1*, *IFITM1*, *RSAD2*, *ISG15*, *USP18*, *MX1*, *IFI27*, *PSMB8*, *OAS2* and *IFI6*.

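Of the 10 genes listed, all but *IFITM1* had a probe on the array, and 6 of these 9 passed the expression filter. Here each gene is measured by its brightest probe, or by its brightest tested probe where it has one. The *OAS2* probe (A_73_119693) was well above background on 2 of 21 arrays, so its part in the mean is near background. The probe that Table 2 lists as *OAS2* is not in the mean and differed by 4.04, 1.94, 2.08 and −0.13 from 110 to 260 dpc. The mean over the 9 genes in BA was 2.32 ± 3.16 (SD, n = 3) at 110 dpc, 1.72 ± 0.19 (SD, n = 2) at 180 dpc, 1.9 ± 1.31 (SD, n = 3) at 210 dpc and 1.16 ± 0.13 (SD, n = 2) at 260 dpc. In CH it was −0.16 ± 0.11 (SD, n = 2), 0.46 ± 0.31 (SD, n = 3), 0.58 ± 0.18 (SD, n = 3) and 0.94 ± 0.40 (SD, n = 3). The breed difference was 2.47, 1.26, 1.32 and 0.23 at the successive stages, with 9, 8, 9 and 7 of the 9 genes higher in BA. Each of the 8 BA foetuses from 110 to 210 dpc was above every CH foetus of its stage. The values within a BA group differed widely, from −0.046 to 5.91 at 110 dpc and from 0.87 to 3.38 at 210 dpc. Without the BA foetus with 5.91 (replicate 3), the difference at 110 dpc was 0.68.

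The set tests of limma were run on the 6 of the 9 genes that passed the filter. In limma's set test camera, with a preset correlation between genes of 0.01, the two-sided p was 1.4e-04, 0.0077, 0.0052 and 0.44. None of the first 3 held in limma's fry, where the p was 0.086, 0.31 and 0.29. The two-sided exact permutation p was 0.5, 0.1, 0.1 and 0.5 within stages, and 0.0098 for the mean of the 4 stages (1.32). At no stage did a gene pass after adjustment over the list alone or over all probes tested (limma). In the mean of 110, 180 and 210 dpc, 6 of the 9 genes passed when adjusted over the list alone, among them *XAF1* with a difference of 2.48 and *ISG15* with 2.43, and none passed over all probes. The paper chose this list on these samples, so the count over the list alone is not independent evidence. The difference at 180 dpc ran from 0.77 with slide as a block, where it did not pass in camera, to 1.75 with replicate number as a block. At 210 dpc it was 0.37 with female foetuses alone and did not pass in camera. Without the BA foetus with 3.38 (replicate 3), the difference at 210 dpc was 0.58.

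**Figure D1:**
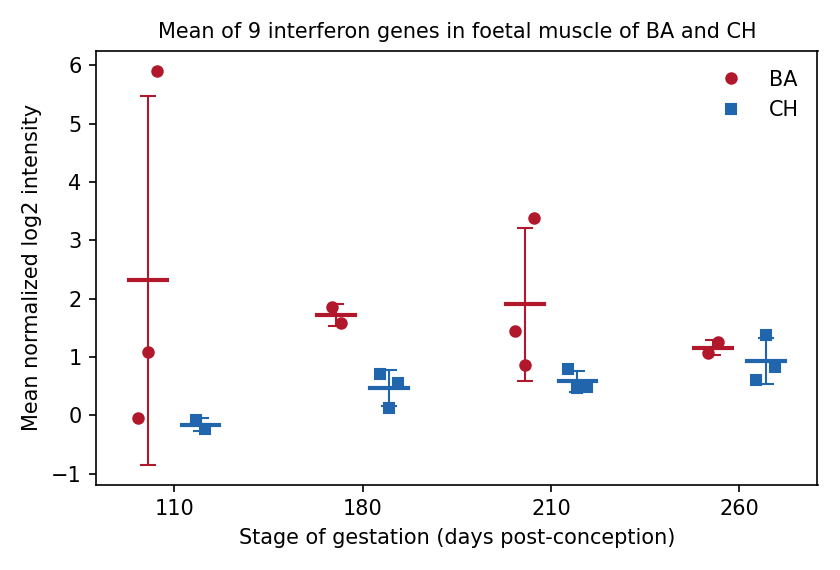
Mean normalized log2 intensity of 9 interferon genes (y axis) in BA and CH foetuses at 110, 180, 210 and 260 dpc (x axis). Each point is 1 array, bars are group means and whiskers the SD. The BA foetus at 5.91 at 110 dpc lies farthest from its group, and at 260 dpc the breeds overlap.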

**Table 2.**
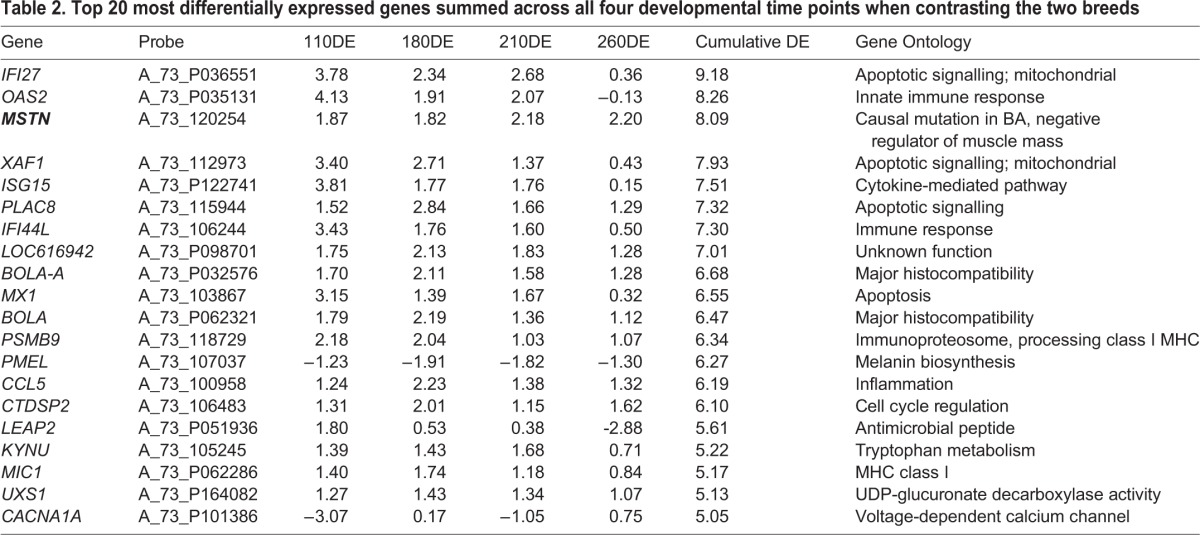
**Top 20 most differentially expressed genes summed across all four developmental time points when contrasting the two breeds**

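By the sum of absolute breed differences over the 4 stages, *MSTN* (probe A_73_120254) had rank 4 of 7743 genes, with a sum of 8.03. The rank was 1 among female foetuses alone and 16 without the filter on dim probes. With each array left out in turn it lay between 2 and 5, with rank 2 without the BA foetus replicate 3 at 110 dpc.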

Overall, *MSTN* was the third most differentially expressed gene using this approach. 

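For *MSTN*, the mean in BA was 3.49 ± 0.37 (SD, n = 3) at 110 dpc, 3.13 ± 0.81 (SD, n = 2) at 180 dpc, 3.32 ± 0.34 (SD, n = 3) at 210 dpc and 2.85 ± 0.26 (SD, n = 2) at 260 dpc. In CH it was 1.71 ± 0.04 (SD, n = 2), 1.29 ± 0.41 (SD, n = 3), 1.13 ± 0.38 (SD, n = 3) and 0.63 ± 0.86 (SD, n = 3). The breed difference was 1.78 (SE 0.41), 1.85 (SE 0.41), 2.19 (SE 0.37) and 2.22 (SE 0.41) at the successive stages. The limma adjusted p was 0.089, 0.36, 0.075 and 0.15, so no single stage passed with the main settings. At 210 dpc *MSTN* passed with 5 of 13 alternatives, the lowest limma adjusted p being 0.0048 with the authors' value table, and with that table it passed at 180 dpc (0.045) and 260 dpc (0.023) too. Without CH replicate 2 at 260 dpc it passed at 210 and 260 dpc. Averaged over the stages, the difference was 2.01 (SE 0.20, limma adjusted p = 3.6e-04). The 10 BA foetuses lay between 2.56 and 3.90, all above the 11 CH foetuses, which lay between −0.10 and 1.74. The two-sided exact permutation p was 5e-05, the smallest that these groups allow. It treats the foetuses as independent, although each breed had only 2 sires. A second *MSTN* probe (A_73_P036291) gave breed differences of 1.8, 1.71, 2.37 and 2.11. With each array left out in turn, the average difference stayed between 1.87 and 2.15. Between 110 and 260 dpc *MSTN* fell by 0.64 in BA and by 1.08 in CH, and by 0.29 and 0.60 with the second probe.

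**Figure D2:**
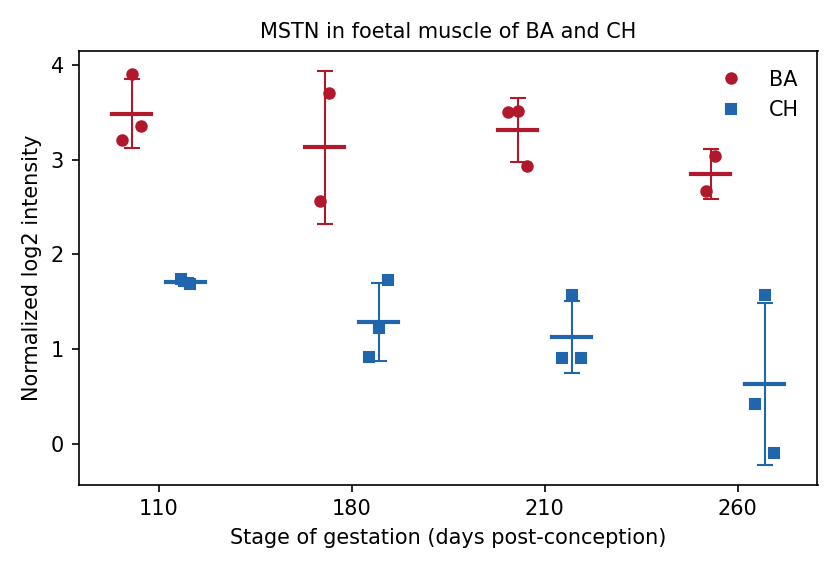
Normalized log2 intensity of MSTN (y axis) in BA and CH foetuses at 110, 180, 210 and 260 dpc (x axis). Each point is 1 array, bars are group means and whiskers the SD. The lowest BA foetus, at 2.56, lies above the highest CH foetus, at 1.74.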

*MSTN* was expressed at relatively higher levels in the BA animals at all time points. 

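The receptor gene *ACTVIIB* (*ACVR2B* in the annotation, probe A_73_P036466) was above the expression filter. Its breed difference was −0.066, 0.31, 0.33 and −0.061 from 110 to 260 dpc, and the average was 0.13 (SE 0.08, limma adjusted p = 0.54). *SMAD7* (A_73_P224307) was well above background on 1 of 21 arrays, in a BA foetus at 110 dpc, so no breed difference could be measured for it.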

The breed difference in expression level of the MSTN downstream canonical signalling pathway could not be determined because the MSTN receptor *ACTVIIB* and major downstream signalling molecule *SMAD7* did not pass the quality checking criteria in at least one of the time points**.** The interferon signalling molecules are prominent among the differentially expressed genes. It is possible that the patterns of DE across development are quite different in these extreme performers identified by this metric. For example, using this approach, one very divergent time point could give the same ranking as more modest differences at each time point. Consequently, all extreme values need assessment on a case by case basis to better infer the biological implications. The highlighting of the extreme 20 in Table 2 is an arbitrary decision but falls well within a nominal *P*-value of 0.01, which could be calculated by prioritising the extreme 1% from the full data set.

The downregulation of mRNA encoding slow twitch subunits *TNNC1* and *MYH7* is apparent in the mutant BA at 210 days (Table S2) and 260 days (Table 3). 

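At 210 dpc the breed difference of *TNNC1* (probe A_73_P475968) was −0.64 (SE 0.26, limma adjusted p = 0.85). At 260 dpc *TNNC1* was at 9.43 ± 0.01 (SD, n = 2) in BA and 9.98 ± 0.42 (SD, n = 3) in CH, a difference of −0.55 (SE 0.30). *MYH7* (A_73_P344101) differed by −0.48 at 210 dpc. At 260 dpc it was at 7.65 ± 0.22 (SD, n = 2) in BA and 8.35 ± 0.42 (SD, n = 3) in CH, a difference of −0.70 (SE 0.40). Both BA foetuses at 260 dpc were below all 3 CH foetuses for both genes (two-sided exact permutation p = 0.2 for each). Of the 10 divisions of 5 foetuses into 2 and 3, 2 separate any such values fully. *TNNC1*, *MYH7*, *TPM3* and *CSRP3* were also tested as a set, each by its brightest probe. Their mean difference was −0.56 at 210 dpc, where camera in limma gave p = 7.4e-05, fry p = 0.032 and the two-sided exact permutation test p = 0.2. At 260 dpc it was −0.098 (camera p = 0.49 and fry p = 0.64 in limma, exact permutation p = 0.7). On the paper's probes, *TPM3* differed by −0.55 at 210 dpc and −0.23 at 260 dpc, and *CSRP3* by −0.63 and 0.091. The sign for *CSRP3* at 260 dpc became negative with sex as a covariate, at −0.072, and without BA replicate 2, at −0.48. No gene of the 4 passed in limma at either stage after adjustment. The mean at 260 dpc changed sign to 0.050 without BA replicate 1.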

While the DE of these mRNA may appear modest in absolute terms, it should be emphasized that (1) they do rank as extreme by a modified DE that accounts for data distribution [see Phenotypic Impact Factor (PIF) below]; (2) they are coordinately expressed so the collective observation is arguably more convincing than a single mRNA taken in isolation; (3) the same gene expression change is observed in other MSTN mutant models; (4) we have phenotyped these animals at the protein level, and the mRNA and protein data are mutually reinforcing. Finally, the highly divergent expression of the female X chromosome silencing non-coding RNA *XIST* at many time points reflects a gender imbalance in the experimental design.

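The probe for *XIST* (A_73_119243) separated the sexes given in the sample labels. The 8 male foetuses lay between −3.10 and −0.50 and the 13 female foetuses between 6.81 and 8.23. The difference of males from females was −9.22 (SE 0.28, limma adjusted p = 3.9e-12). The groups held unequal numbers of males. At 110 dpc there were 2 males among 3 BA foetuses and 0 among 2 CH foetuses, and the breed difference was −6.81. At 180, 210 and 260 dpc there were 0, 1 and 0 males in BA and 1, 2 and 2 in CH. The breed differences were 3.28, 3.09 and 5.54, the last with an SE of 3.78. None passed in limma after adjustment. With sex as a covariate, the breed difference at 260 dpc was −0.61, and among females alone it was −0.30.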

**Table 3.**
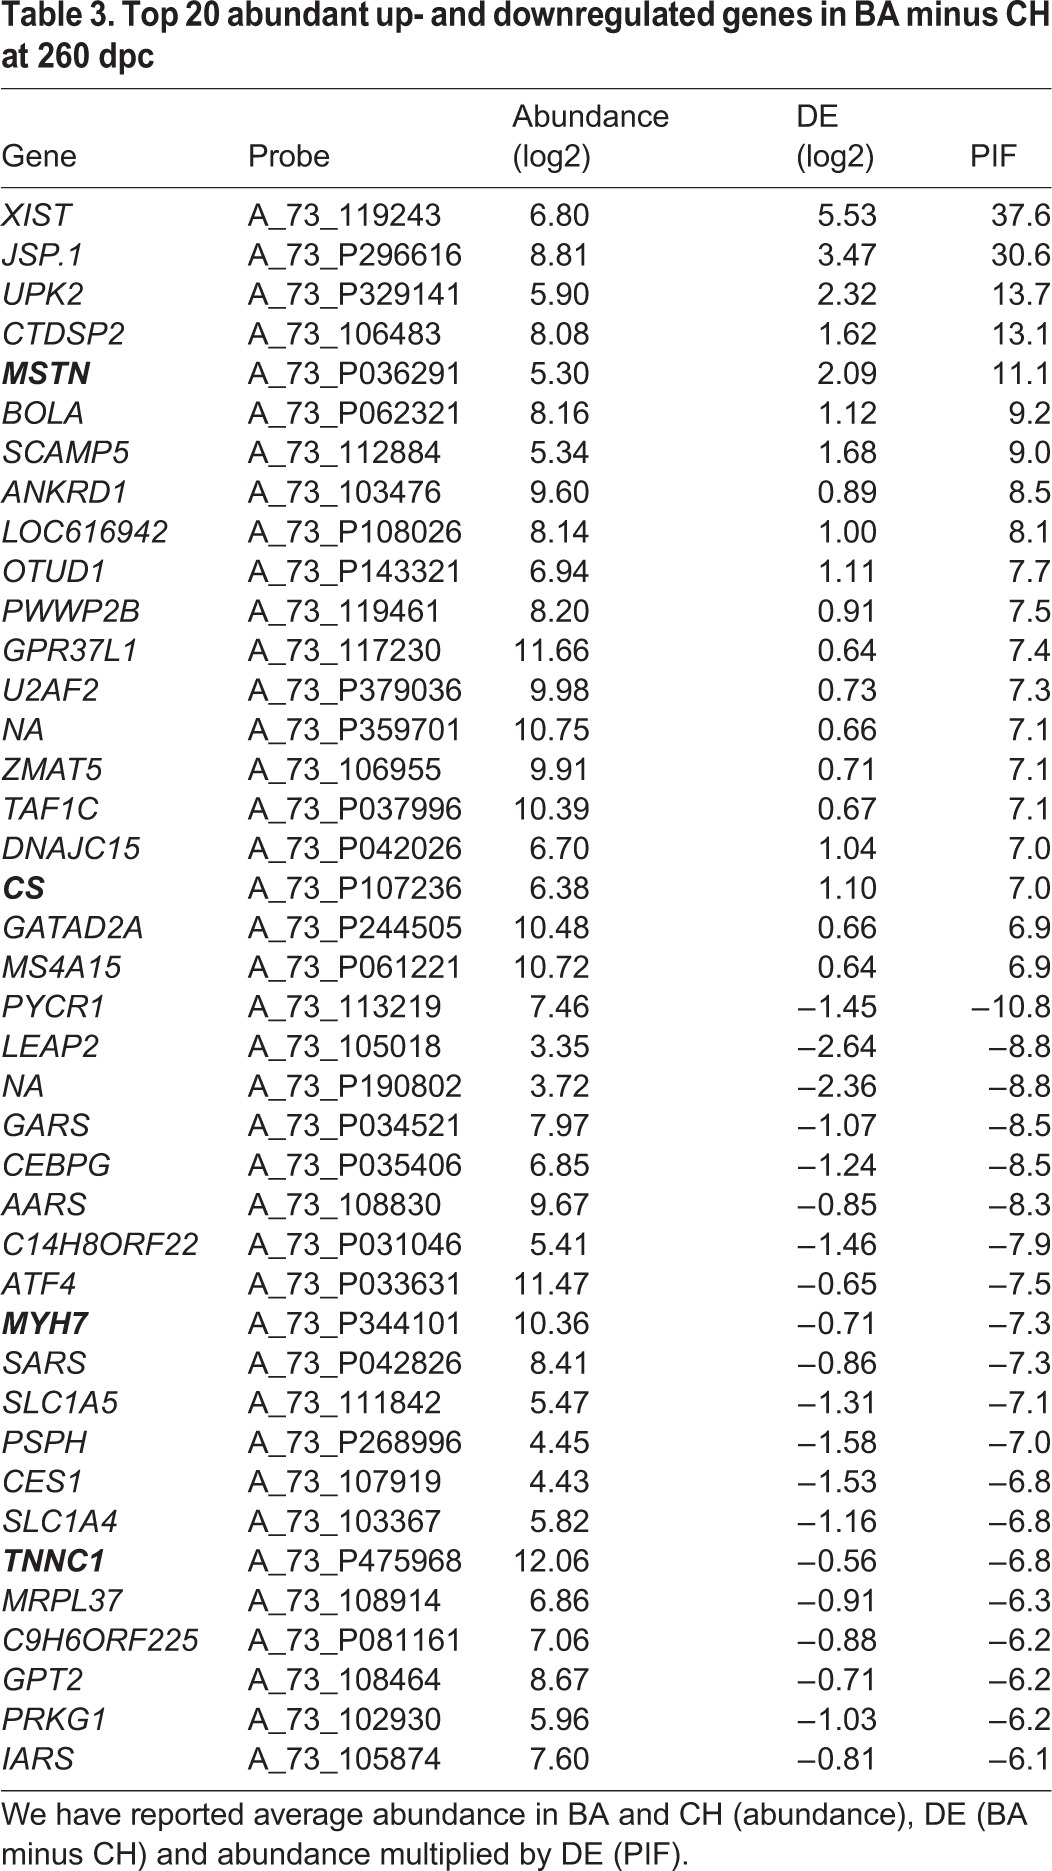
**Top 20 abundant up- and downregulated genes in BA minus CH at 260 dpc**

### Breed contrast using PIF

We have previously found that multiplying the differentially expressed genes by their average abundance in the two treatments (PIF) is a robust preliminary step for functional enrichment analysis, as well as being an analytical step in the regulatory impact factor (RIF) analysis differential connectivity (DC) analysis (Hudson et al., 2009a, 2012) described later. PIF emphasizes those genes that are substantially differentially expressed as well as abundant and de-emphasizes those molecules that may be highly differentially expressed but so lowly expressed that they approach the detection limit of the technology where the data are noisier. First of all, we computed PIF on a time-point specific basis for all genes (Table S3). The functional enrichments by GOrilla for the extreme 1% from the entire gene lists ranked on PIF are listed in Table S2.

We next focussed more specifically on 260 dpc, when mature muscle has been developed and the postnatal growth potential for the animal has been set up. *MSTN* receives the fifth highest score for genes upregulated in BA (Table 3). 

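PIF is the breed difference times the mean abundance of the breeds. On it *MSTN* had rank 6 of 7939 genes at 260 dpc among genes higher in BA, with a PIF of 6.19 from its second probe. *XIST* was first with 24.6, and *CTDSP2* followed with 9.38, *BOLA* with 6.61, *ANKRD1* with 6.54 and *INSM1* with 6.41, the last 3 named after their values were seen. The rank of *MSTN* was 31 with normexp background correction and also without the filter on dim probes. Without BA replicate 1 at 260 dpc it was 50. The Table 3 probes of *JSP.1*, with a PIF of 22.5, and *UPK2*, with 8.28, were under the expression filter and were not ranked. The probe of Table 3 for *UPK2* names *SCN4B* in the annotation. *JSP.1* differed by 3.48 (SE 3.05), with an SD of 4.43 among the 3 CH foetuses. *UPK2* differed by 2.34 (SE 0.91) by its Table 3 probe. Another *UPK2* probe (A_73_120293), which passed the filter, differed by −0.018. *CTDSP2* was at 6.54 ± 0.05 (SD, n = 2) in BA and 4.90 ± 0.67 (SD, n = 3) in CH, a difference of 1.64 (SE 0.35, limma adjusted p = 0.24). This *CTDSP2* probe was named from the paper and not through its accession. The other 4 probes of *CTDSP2*, 1 of them brighter with a mean of 7.97, differed by 0.031, 0.0035, 0.080 and 0.030 at this stage.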

Of the four genes awarded higher scores than *MSTN*, *XIST* generates a non-coding RNA expressed in female tissue to silence expression from one of the two X chromosomes. *JSP.1* encodes an MHC class I protein. *UPK2* encodes a membrane protein that is present in endoplasmic reticulum and plasma membrane. *CTDSP2* encodes a protein that co-regulates androgen receptor activity. 

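Ranked from the lowest PIF at 260 dpc, *MYH7* had rank 9 with −5.59 and *TNNC1* rank 13 with −5.33. *TPM3* had rank 101. Rank 1 was *PYCR1* with −7.36, a gene named after its value was seen. The PIF has no error of its own, and the breed differences that enter it for *MYH7* and *TNNC1* were within 2 SE of 0.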

The fibre shift to a faster glycolytic phenotype in the MSTN mutant BA is apparent through relative downregulation of *TNNC1* and *MYH7* (Table 3).

### Comparison of muscle physiology to MSTN mutant Piedmontese

We attempted to find commonalities between the observed muscle structural DE (driven by the *TNNC1*, *MYH7*, *TPM3* and *CSRP3* observations described above) with that made in a different MSTN mutant system from an entirely independent animal trial. Exploration of the birth time point in an equivalent comparison (Hudson et al., 2009a) between MSTN mutant Piedmontese cross bred animals versus MSTN wild-type Wagyu cross bred animals found the same slow twitch subunits downregulated in the mutant breed (*TPM3*, *CSRP3*, *MYH7B*, *TNNC1*). 

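The slow light chain *MYL2* (probe A_73_102717) was at 10.92 ± 0.04 (SD, n = 2) in BA and 11.04 ± 0.15 (SD, n = 3) in CH at 260 dpc, a difference of −0.12 (SE 0.20). The differences at 110, 180 and 210 dpc were 0.14, −0.43 and −0.13. None passed in limma after adjustment, and the difference at 210 dpc was 0.038 without BA replicate 2.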

The exception is *MYL2*, which is not differentially expressed in the BA versus CH (Table S4).

### Mitochondrial physiology

Citrate synthase (CS) is a nuclear-encoded mitochondrial gene, indicative of aerobic capacity and mitochondrial content. 

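Several probes measured citrate synthase (CS). The probe of Table 3 (A_73_P107236) was at 4.57 ± 0.07 (SD, n = 2) in BA and 3.46 ± 0.24 (SD, n = 3) in CH at 260 dpc. The difference was 1.11 (SE 0.20, limma adjusted p = 0.11), and it passed without CH replicate 3 (limma adjusted p = 0.026). The probe A_73_P101601 differed by 0.67 (SE 0.23). The brightest probe of the gene, A_73_109183, differed by −0.055 (SE 0.13). The probes differ in what they report of the gene at this stage.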

The presence of CS mRNA as upregulated in BA at 260 dpc (Table 3) is contrary to our expectation by fibre composition (>fast glycolytic) and also contrary to previously documented biochemical assay data for the oxidative enzymes citrate synthase and isocitrate dehydrogenase. This conflicting observation prompted a deeper exploration of the mitochondrial proteome to determine whether this was a general trend or specific to this particular gene.

In order to determine whether there are substantial differences in muscle mitochondrial physiology between BA and CH animals by birth, we quantified the changes in the mitochondrial proteome at the mRNA level. A mitoproteome list including both mitochondrial and nuclear encoded transcripts contained 1289 proteins. We identified 514 matches including duplicates in our data (20,354 probes). The underestimate reflects mismatches due to gene aliases and/or gene names versus protein names. We attempted to get a global perspective on mitochondrial expression between the two breeds (Fig. 2). Comparing all the data with respect to the 0 baseline, 169 mRNA were higher in BA but more than double that were higher in CH (345), a highly significant deviation from the null expectation of 50:50 equilibrium (*P*=3.21 e^−15^; binomial test statistic).

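A list of mitochondrial genes was made by gene symbol, and 346 of them were tested. At 260 dpc 245 of the 346, or 70.8%, were lower in BA and 101 were higher (two-sided exact binomial p = 6.1e-15, exact 95% interval 65.7% to 75.5%). Of the other 7593 genes 49.9% were lower (Fisher's exact p = 1.5e-14). The differences were small, with a median of −0.063. After adjustment 0 of the 346 genes passed in limma, and 13 had an unadjusted p under 0.05. At 110, 180 and 210 dpc the share lower in BA was 70.8%, 63.9% and 42.5%, against 58.1%, 49.4% and 53.9% of the other genes. The binomial test treats genes as independent, although genes of 1 organelle vary together between foetuses. Of the 10 ways to divide the 5 foetuses at 260 dpc into 2 and 3, 6 gave a share as far from 50% as the breeds did, the breeds included. Beside this exact count, camera in limma gave p = 4.9e-04 and fry p = 0.38. Without 1 foetus at a time, the share ran from 52.3% (without CH replicate 2, exact binomial p = 0.42) to 82.4% (without CH replicate 1). For 90 genes of oxidative phosphorylation, 62 or 68.9% were lower in BA, with 33.3% without CH replicate 2. The paper states that how such transcripts relate to mitochondrial content is not clear. With the fibre histology and the enzyme activity of CS beside the excess of transcripts higher in CH, it proposes a reduced content in the muscle of BA.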

**Fig. 2.**
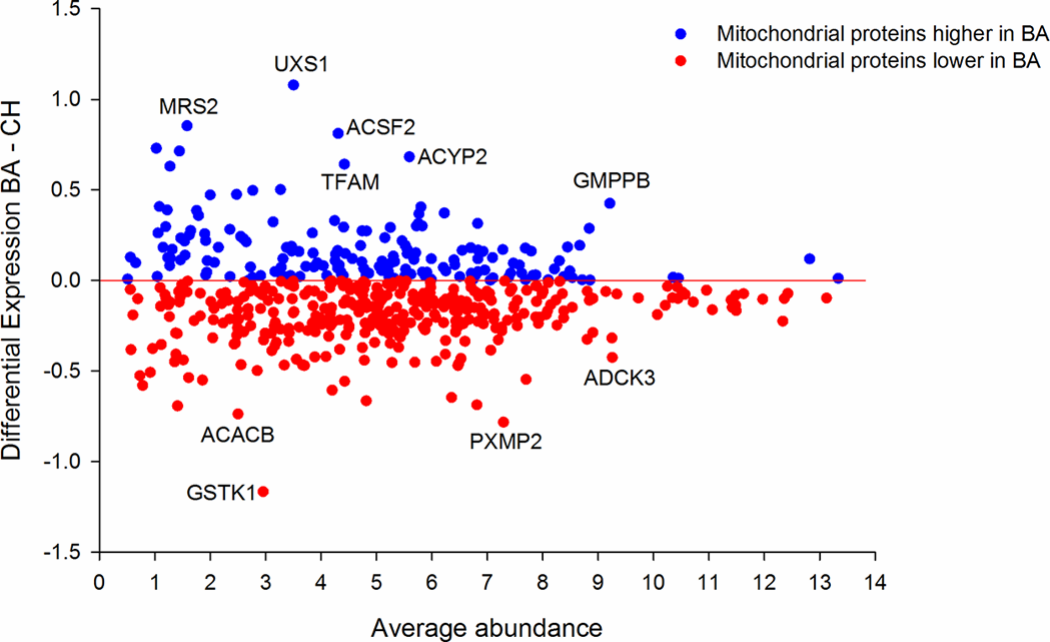
**mRNA encoding the mitoproteome.** Overlaying the mRNA encoding the mitoproteome onto the 260 days MA plot illustrates a significant skew towards the CH, consistent with the expectation of lower oxidative capacity in the fast, glycolytic musculature of the BA.

The transcript abundance of the mRNA encoding the mitoproteome was therefore skewed towards the slow, oxidative CH. While it is not clear exactly how patterns of mitochondrial gene expression reflects mitochondrial content (as opposed to mitochondrial activity), this finding is certainly consistent with a reduction in mitochondrial content in the MSTN mutant fast glycolytic BA muscle tissue. This result meets our expectation given the CS biochemical data (an established proxy of mitochondrial content), and as indicated by the fibre histology data being skewed away from the oxidative mitochondrial rich fibres. Nevertheless, a substantial number of mRNA-encoding mitochondrial proteins are more highly expressed in the BA despite the lower mitochondrial content. These include *GMPPB*, *ACYP2*, *TFAM*, *ACSF2*, *UXS1* and *MRS2*. They imply some changes to isolated mitochondrial performance/metabolism in the BA versus CH animals that cannot be simply explained by reduced mitochondrial content. 

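At 260 dpc *UXS1* differed by 1.09 (SE 0.67), with an SD of 2.01 between the 2 BA foetuses, and by −0.33 without BA replicate 2. *ACYP2* differed by 0.33 (SE 0.40), and by −0.080 without the same foetus, *ACSF2* by 0.24 (SE 0.15) and *TFAM* by 0.17 (SE 0.19). *GMPPB*, which was under the expression filter, differed by −0.063 (SE 0.21), and by 0.0087 with sex as a covariate. *MRS2* differed by −0.19 (SE 0.14). None of these genes passed in limma after adjustment.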

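The peroxisomal membrane protein gene *PXMP2* was at 4.54 ± 0.24 (SD, n = 2) in BA and 5.31 ± 0.27 (SD, n = 3) in CH at 260 dpc, a difference of −0.77 (SE 0.22, limma adjusted p = 0.46). *ADCK3*, now named *COQ8A*, differed by −0.41 (SE 0.27) and *GSTK1* by −0.32 (SE 0.20). *ACACB* differed by −0.0087 (SE 0.22), among female foetuses alone by 0.50 and without BA replicate 1 by 0.18. None of these differences passed in limma after adjustment.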

Most prominently upregulated in the CH include *GSTK1*, *ACACB*, *PXMP2* and *ADCK3*.

### DC

The two complementary DC scores (RIF scores) were computed in a manner taking into account correlations computed across the four developmental time points for 870 regulatory molecules identified in the data (Table S5). They were plotted and manually explored to identify regulatory molecules at the extremes. The RIF data become more sparse at the very extremes, indicating that most regulatory molecules are not behaving differently between the BA and CH but a smaller subset are substantially rewired. We focussed on those molecules that were deemed extreme by both versions of RIF.

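RIF scores were computed for 7914 genes from the 4 stage means of each breed and scaled to an SD of 1 over genes. They compare how a gene is correlated with 1020 probes of extreme PIF in BA and in CH. The RIF1 of *MSTN* was −0.96 and its RIF2 was −0.76. By distance from the origin of the 2 scores, *MSTN* had rank 2812. With breeds reassigned within stages, 42 of 100 draws gave a RIF1 and 73 of 100 a RIF2 as far from 0. With the genes of the highest summed breed difference in place of those of extreme PIF, the scores were 1.09 and 0.24. With correlations over arrays in place of stage means, they were 0.50 and −0.79. Without CH replicate 2 at 110 dpc the RIF1 was 1.00. A correlation over 4 stage means has few degrees of freedom, and this limits every score.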

*MSTN*, which harbours a causal double-muscling mutation in BA (Bouyer et al., 2014), possessed strong negative RIF1 and RIF2 values, so when graphed was positioned at one of the extremes in the bottom left quadrant in Fig. 3. Given that there is a MSTN mutation in BA, this observation can be used to ground-truth the utility of our approach. The regulatory molecule for which behaviour was most like *MSTN* was *NRIP2* (Fig. 3). Other molecules prominently displayed by the RIF plot include *TAF12*, *MBD1*, *NMI*, *PROX1* and *OVGP1.*The muscle regulatory factors (*MYOD1*, *MYOG*, *MYF5* and *MEF2C*) showed only modest evidence for rewiring, implying the MSTN mutation's impact acts relatively independent of them. 

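In the same scores, *OVGP1* had a RIF1 of 0.97 and a RIF2 of −3.15 (rank 184 by distance from the origin). *PROX1* had 0.30 and −2.24 (rank 846), *NMI* 0.54 and −1.95 (rank 1137), *MBD1* −0.59 and −1.68 (rank 1492) and *TAF12* 0.40 and −0.36 (rank 6106). Of the muscle regulatory factors, *MEF2C* had 1.22 and −2.16 (rank 607) and *MYOD1* 1.96 and −0.55 (rank 1119). *MYOG* had 0.84 and −0.62 (rank 3478) and *MYF5* −0.80 and −0.040 (rank 4685). With correlations over arrays the ranks of *OVGP1*, *PROX1*, *NMI*, *MBD1* and *TAF12* were 3465, 7900, 361, 1473 and 5741, and those of *MEF2C*, *MYOD1*, *MYOG* and *MYF5* were 331, 5608, 2328 and 6553. The ranks are among all genes scored, not among regulators alone. *NRIP2*, which no probe named, was not analysed here.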

Finally, we overlaid known master regulators (including both drivers and suppressors) of mitochondrial content harvested from a number of literature searches. 

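*DGUOK*, a kinase needed for mitochondrial DNA synthesis, had a RIF1 of −4.16 and a RIF2 of 1.30, and rank 29 of 7914 genes by distance from the origin. *TFB1M*, a mitochondrial transcription factor, had −3.56 and 0.99, and rank 97. Neither was differentially expressed on average over the stages, with breed differences of −0.034 (SE 0.05) and 0.051 (SE 0.07). With correlations over arrays, *DGUOK* had rank 210 and *TFB1M* rank 4681.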

Of the 29 for which we have RIF data, the most prominently rewired were *TFB1M* (Falkenberg et al., 2002) and *DGUOK* (Mousson de Camaret et al., 2007). 

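A list of 29 regulators of mitochondrial DNA and content was written from gene names, since the paper's list is not named in its text. RIF scores were computed for 20 of them. Of these 9, or 45%, had a positive RIF2 (two-sided exact binomial p = 0.824). Of all genes scored, 40.2% had a positive RIF2.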

Interestingly, 23 of the 29 mitochondrial content regulators were awarded positive (rather than negative) RIF2 scores, a significant enrichment (binomial *P*=0.0013) for which we have no explanation.

**Fig. 3.**
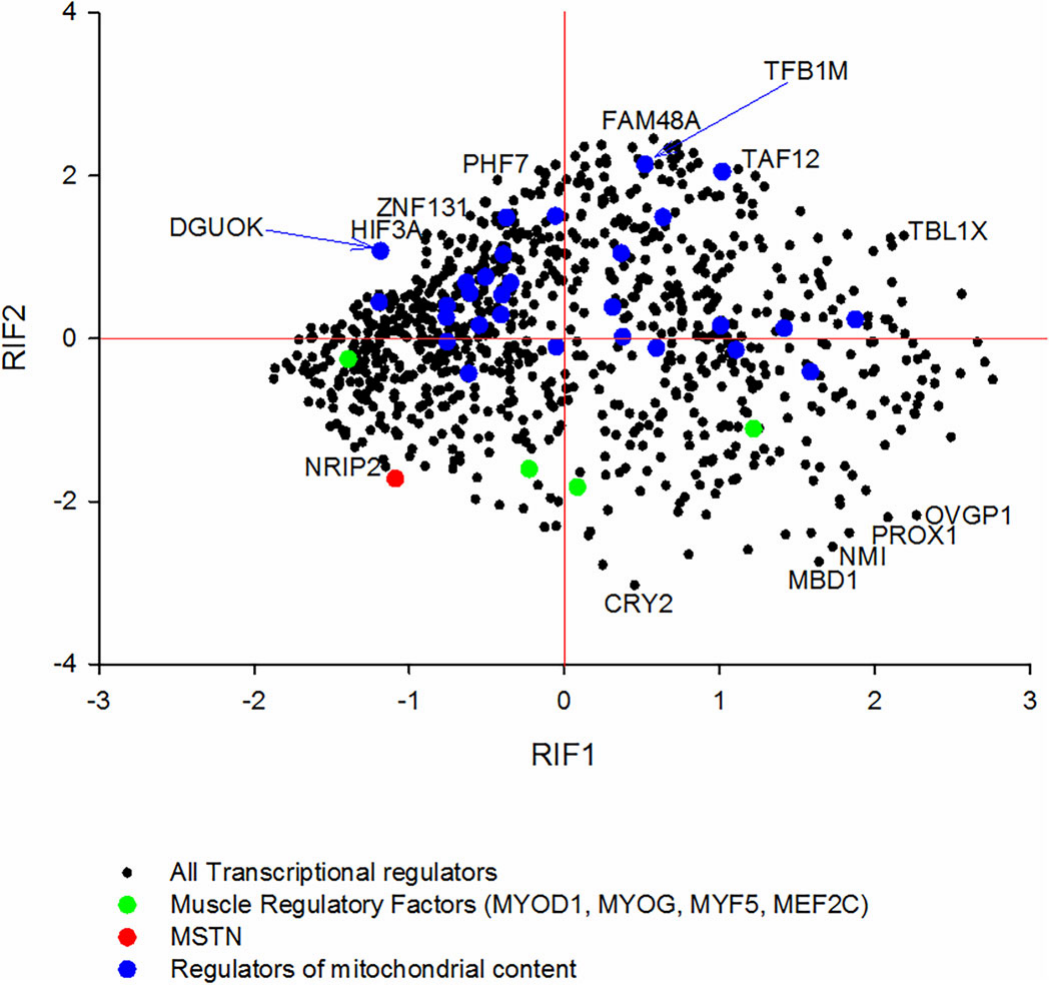
**RIF1 and RIF2 plotted for all transcriptional regulators.** Molecules at the extremes of the distribution are highly differentially connected in developing skeletal muscle when comparing the two breeds. They may or may not be differentially expressed. Regulators of mitochondrial content and *MSTN* have been highlighted, along with a variety of extreme performers.

### Hierarchical clustering

Finally, we represented a number of outlier genes, both highly developmentally regulated, highly differentially expressed and highly differential connected as a heat map hierarchically clustered on rows (Fig. 4). The clusters highlight patterns of tight co-expression across the eight treatments. Notable highly co-expressed genes include *TNNC1, TPM3* and *MYH7*. These three genes encode contractile proteins all of which are highly expressed in slow twitch fibres. 

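Co-expression was computed over the 21 arrays after the mean of each group was removed, so that stage and breed do not enter. The permutation of 21 arrays does not allow for the 8 means removed, which leave 13 degrees of freedom, so its p-values are too small. *TNNC1* and *MYH7* had a Pearson r of 0.862 and a Spearman rho of 0.869 (two-sided permutation p = 1e-05 for both, the smallest that 100000 resamples give, and 4.5e-05 after adjustment over 9 pairs). *TNNC1* and *TPM3* had an r of 0.839 and a rho of 0.794, with the same p. *MYH7* and *TPM3* had an r of 0.580 (permutation p = 0.0056, adjusted 0.0075) and a rho of 0.490 (permutation p = 0.025, adjusted 0.057). Without the 2 arrays farthest from the median, r was 0.825, 0.783 and 0.420 for the 3 pairs. For random pairs of probes the 95th percentile of r was 0.524. Over the 8 group means *TNNC1* and *MYH7* had an r of 0.990, which holds the common change over development.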

The clustering of mRNA that encode clearly functionally related proteins is an indication of data robustness.

**Fig. 4.**
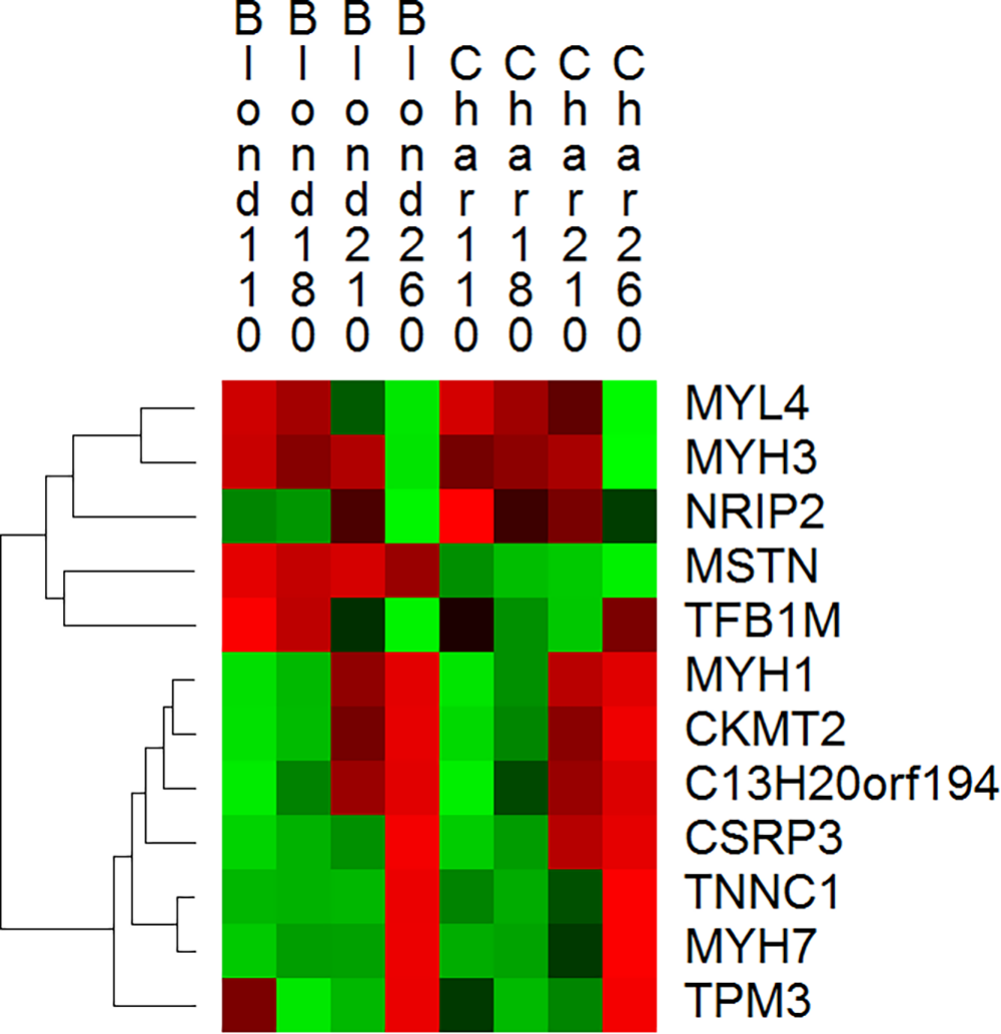
**A hierarchically clustered heat map of normalized mean expression values with treatments as columns and genes as rows.** The genes selected for hierarchical clustering have been emphasized in this manuscript because of high developmental regulation (*MYL4, MYH3, C13H20ORF194, CKMT2* and *MYH1*), high DE between the breeds (*TPM3, MYH7, TNNC1, CSRP3, MSTN*) or high DC between the breeds (*MSTN, NRIP2* and *TFB1M*). Red represents high expression and green represents low expression. A number of tight co-expression relationships are apparent, including that of *TNNC1, TPM3* and *MYH7*, all of which encode contractile subunits predominantly expressed in slow twitch fibres.

We also wished to explore whether the individual normalized biological replicates are representative of the group means we have been using. Reassuringly, a small panel of five genes, the expression of which was identified as highly developmentally regulated in both breeds (*MYL4, MYH3, MYH1, CKMT2* and *C13H20ORF194*) were collectively able to cluster the samples into the developmental treatment group of origin i.e. the individual samples for d110 clustering with other samples from d110 and so on through each developmental group (Fig. S2). Moreover, the top 20 most upregulated and top 20 most downregulated genes in BA versus CH animals at d260 were able to cluster the animals by breed (Fig. 5). Both matrices were also clustered on rows to identify genes co-expressed across treatments of interest. In addition to the clustering of mRNA encoding slow twitch proteins as described above, we also determined the very tight co-expression of mRNA (*AARS, SARS* and *IARS* with *GARS* only slightly removed) encoding different tRNA synthetases. 

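The 21 arrays were clustered on the 5 genes with Euclidean distance and average linkage and divided into 4 clusters. The 6 arrays of 210 dpc formed 1 cluster. The 5 arrays of 110 dpc and the 5 of 180 dpc fell into 1 cluster of 10. Of the 5 arrays of 260 dpc, 4 clustered together and CH replicate 2 was alone. The adjusted Rand index against the stages was 0.649. With Ward linkage all arrays fell into their stage (index 1), and with correlation distance the index was 0.42.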

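On the 20 highest and 20 lowest probes by PIF at 260 dpc, the 5 arrays of this stage formed 2 clusters that were the breeds (adjusted Rand index 1). The probes were chosen on the same 5 arrays. When probes were chosen in the same way for each of the 10 divisions of these arrays into 2 and 3, 9 divisions were recovered by their own probes. Without CH replicate 1 the index was 0.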

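With group means removed, the 6 pairs among *AARS*, *SARS*, *IARS* and *GARS* had a Pearson r between 0.489 (*SARS* and *IARS*) and 0.768 (*AARS* and *IARS*) over 21 arrays. The permutation p adjusted over the 9 pairs was at most 0.035 and is too small, as for the slow subunits. The r of *SARS* and *IARS* was under the 95th percentile of random pairs, 0.524. The Spearman rho lay between −0.077 and 0.52, and none passed after adjustment. Without the 2 arrays farthest from the median, r lay between −0.57 and 0.22, so these relations rest on 2 arrays. Over the 8 group means *AARS* and *SARS* had an r of 0.993. At 260 dpc *AARS* differed by −0.85 (SE 0.14, limma adjusted p = 0.11), *GARS* by −1.06 (SE 0.28), *SARS* by −0.86 (SE 0.19) and *IARS* by −0.80 (SE 0.18). Without CH replicate 3 all 4 passed, with a limma adjusted p between 0.0044 (*AARS*) and 0.028 (*SARS*). The mean of the 4 differences was −0.89, and between −0.65 and −1.11 with each array left out in turn.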

The biologically meaningful nature of the clusters on both columns and rows is an indication that the individual samples perform in a similar manner to the treatment means and therefore can be considered reliable in terms of signal to noise.

**Fig. 5.**
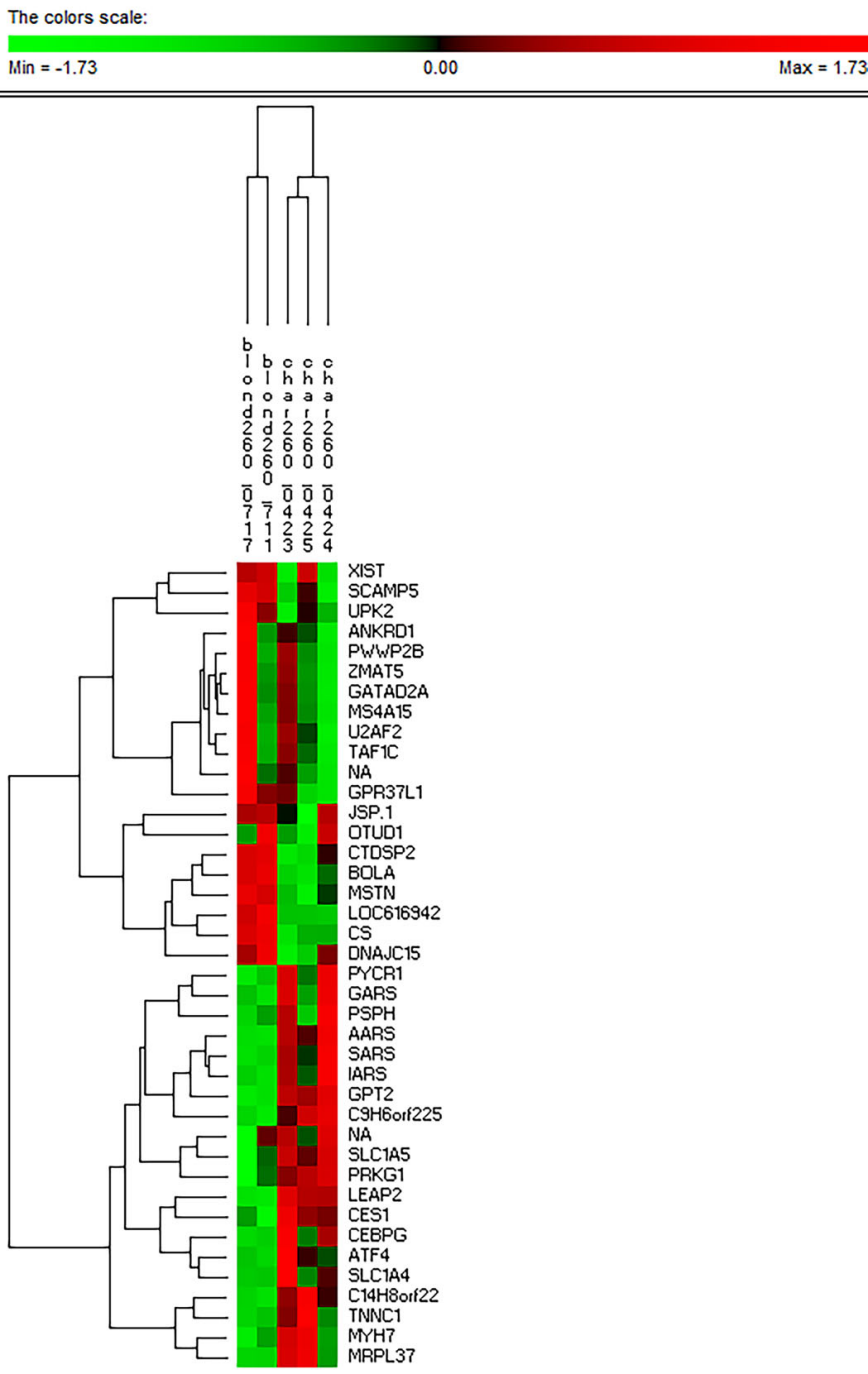
**The hierarchically-clustered heatmap for the individual normalized mean expression values for the 40 most differentially expressed genes between BA and CH at d260.** This panel of 40 DE genes is able to correctly cluster the individual samples into the appropriate breed treatment group at this time point. This suggests that the treatment means we used as the basis for much of the analysis are reasonable representations of the full data set.

## DISCUSSION

The BA is a feed efficient, hypermuscular breed whose muscularity is not present at birth but rather appears during early postnatal development. However, like most mammals the muscle potential is set by birth because of fibre number determination (Bonnet et al., 2010). This means hypermuscularity is achieved by hypertrophy of a set of existing fibres, not by the addition of new fibres (B.P., unpublished data). Compared to the CH, it is possible that the BA is still undergoing hyperplasia at 180 dpc. If true, this extension of hyperplasia in BA may increase the total number of fibres available for postnatal hypertrophy, with implications for enhancing muscle mass. We have characterized the molecular differences between the two breeds during prenatal development – when the muscle program is being set up – using a set of genome-wide transcriptome analyses. Strictly speaking, our approach on ranked genome-wide lists only allowed us to interpret biological processes on the 16 foetuses we studied. Whether these data can be extrapolated to a larger population of BA and CH foetuses remains to be evaluated, although many of our molecular findings do fit with our biological expectations of the two breeds.

Before describing the contrasts between the breeds, we will briefly comment on developmental programs they have in common, and which have previously been observed in other species of cattle.

### Developmental profiles common to both breeds

In both breeds the most developmentally regulated genes include embryonic muscle subunit isoforms (e.g. *MYL4, MYH3*), the expression of which drops dramatically prior to birth when they are replaced by adult isoforms (*MYH1*); metabolic enzymes (e.g. the mitochondrially localized *CKMT2* and *AGXT2L1*) that prepare the foetus for functional independence postpartum, as seen at the protein level (Chaze et al., 2008); and a gene of unknown function (*C13H20ORF194*). Overall, these muscle subunit and metabolic changes are consistent with previous results on MyHC abundances (Picard et al., 2002) and also on *m.* *Semitendinosus* proteomic analyses (Chaze et al., 2008; Chaze et al., 2009) observed during the foetal stages in CH. Similarly, these basic changes were also observed in an independent mRNA developmental analysis of Wagyu by Hereford breed cross *Longissimus* muscle (Hudson et al., 2013).The dramatic increase in *C13H20ORF194* has also been described in the prenatal developing muscle of Wagyu by Hereford animals (Hudson et al., 2013). To better understand the significance of *C13H20ORF194*, we performed some basic bioinformatic analysis using The Human Protein Atlas (http://www.proteinatlas.org) and the TIGER tissue-specific expression database (Liu et al., 2008). It appears that *C13H20ORF194* encodes a large protein that is highly conserved across the vertebrates. There is some evidence for cytoplasmic localization and it possesses a strong coiled-coil domain at the C-terminus. According to the Mammalian Phenotype Browser, the encoded protein plays a role in metabolism (http://www.informatics.jax.org/marker/MGI:1923029) and there is evidence for expression in skeletal muscle based on both NGS and SAGE (http://www.genecards.org/cgi-bin/carddisp.pl?gene=C20orf194). In light of these prior findings and our own expression data, we hypothesize that there would be value in functionally characterising this protein as it looks to play a role in developing production animal muscle.

### BA versus CH

The two major structural and functional changes associated postnatally with the MSTN mutation in addition to an increase in muscle mass are (1) a shift to a faster muscle isoforms and (2) a decrease in mitochondrial content. The latter is because the faster muscle fibres are predominantly geared towards glycolytic rather than oxidative metabolism. In relaxed or gently exercising muscle the ‘glycolytic’ fibres would still be expected to convert energy aerobically, given aerobic metabolism is the only sustainable source of ATP, and can provide an adequate ATP supply under conditions of low demand. We fibre typed the animals using immunohistochemistry, finding substantially less oxidative type I fibres and substantially more type II fibres in the BA. These basic physiology results are similar to data obtained in double-muscled cattle compared to non-double-muscled cattle and to cattle selected on their muscle growth potential (Bouley et al., 2005; Deveaux et al., 2001; Gagnière et al., 1997; Picard et al., 2006). Both these functional changes are evident at the mRNA level. First, we find a decrease in expression of a number of slow twitch subunits in BA cattle in one or both of the later developmental time points (*TPM3*, *CSRP3*, *MYH7* and *TNNC1*), some of which (e.g. *TNNC1* and *MYH7*) are highly positively co-expressed. This suggests not only that the BA possesses a shift towards fast, glycolytic muscle but that this is already apparent at the 210 dpc time point prior to birth. Interestingly, all of these subunits are also relatively reduced at similar time points in another MSTN mutant, the Piedmontese (Hudson et al., 2009a). One subtle difference is the expression of *MYL2* which surprisingly is not relatively downregulated in BA. This may reflect the different genetic backgrounds against which the MSTN mutation is expressed.

Second, we observe that the majority of mRNA encoding the mitoproteome for which we have data (345 of 514 proteins or 68% of the total) are downregulated in BA. This is consistent with a reduction in mitochondrial content in BA muscle and aligns with our expectation based on both CS biochemical activity and fibre histology. The consistent upregulation of interferon signalling apparatus in the BA compared to the CH at multiple time points is an unresolved mystery at this stage. However, one possible explanation relates to the known ability of interferon to promote muscle healing through formation of new muscle fibres (Cheng et al., 2008). Alternatively, the result may reflect the immune systems utility in a monitoring and signalling capacity as previously been observed for toll receptors and hematopoietic homeostasis (Cannova et al., 2015). A third more prosaic possibility is that these data simply reflect breed-specific MHC haplotypes being manifested in a muscle context.

Interestingly, at d260, we found coordinate downregulation of four transcripts (AARS, SARS, IARS and GARS) encoding different tRNA synthetases, perhaps indicating reduced protein synthesis in the BA. At 260 dpc MSTN is the fifth most upregulated gene in BA. Of the four genes more upregulated than *MSTN* (*XIST, JSP.1, UPK2* and *CTDSP2*), *XIST* (X chromosome inactivation) and *CTDSP2* (androgen receptor regulation) may be a reflection of gender imbalance in the experimental design. A subset of the extreme DE genes show high individual variability, and their potential role in the process under investigation can be considered less likely.

Next, we were interested in the regulatory machinery that may be driving the changes in fibre composition and mitochondrial content. We made use of our DC analysis (RIF), which was developed on a cattle muscle developmental system similar to this one (Hudson et al., 2009a), but subsequently applied in a diverse range of circumstances to unravel the molecular basis of cancer (Reverter et al., 2010), cell determination pathways (Reverter et al., 2010), the impact of hormone growth promotants (De Jager et al., 2011) and several human neurodegenerative diseases (Rhinn et al., 2013; Rhinn et al., 2012). The basis of the analysis is to ask the question ‘which transcriptional regulator changes its network topology the most between the two breeds?’ Regulators with markedly different network topologies may or may not be differentially expressed themselves, so the approach can be considered complementary to conventional DE-based analyses.

We find *MSTN* to be extremely differentially connected between the breeds as expected. Further, we find that another regulator (*NRIP2*) has a very similar change in behaviour to *MSTN*, implying a hitherto unrecognized role in driving the muscle mass, fibre composition and mitochondrial content phenotype change in MSTN mutant animals. *NRIP2* is a poorly characterized molecule, the protein of which is thought to interact with regulators of metabolism such as NR1F2, RARA and THRB. We hypothesize that *NRIP2* deserves more scrutiny in a production muscle context. In this experiment, the anticipated change in MSTN activity is also detectable by DE as the mRNA is prominently differentially expressed between the breeds at all time points. However, the direction of change (higher expression in the more muscular breed) is opposite to that predicted by its functional outcome (as it is a repressor of muscle mass).

*MSTN* higher expression in the BA may represent an attempt to restore tissue mass homeostasis, while its DC likely reflects the loss of growth repression by the dysfunctional protein. We wish to point out that these BA foetuses have not been genotyped for the mutation. Typically, 80% of BA carry the mutated transcript, and it works in correspondence with the wild-type transcript to drive muscle mass (I.C.-M., unpublished data). In a similar experiment comparing *MSTN* mutant Piedmontese and Wagyu (Hudson et al., 2009a), we made slightly different observations: while we were able to identify the differential activity/behaviour of *MSTN* through DC, this was in the absence of any DE. Finally, in the specific context of reduced mitochondrial content in BA versus CH we found evidence for substantial rewiring of the master regulator of mitochondrial transcription and biogenesis, *TFB1M*.

## CONCLUSIONS

We have used global gene expression analyses to better understand the molecular basis of high muscling in the *MSTN* mutant BA. A number of regulatory genes have been identified as behaving differently between the two breeds, some through conventional DE and some through DC. Interestingly, the influence of the causal *MSTN* mutation was highlighted through both DE and DC. A number of molecular observations made here in mutant BA are concordant with a previously published comparison between the *Longissimus* muscle of *MSTN* mutant Piedmontese by Hereford crosses versus Wagyu by Hereford crosses (Hudson et al., 2009a). This includes the gene expression evidence for a fibre composition shift towards the low mitochondrial content glycolytic fibres. Overall, these comparisons imply some common muscle biology across these different hyper-muscular breeds that transcend the particular muscle selected for analysis.

## MATERIALS AND METHODS

### Animal resources

CH and BA fetuses were generated by artificial insemination of CH and BA primiparous cows with CH and BA bull sperm, respectively, at the INRA experimental farm, located at Theix near Clermont Ferrand, France. Fetuses were collected from cows slaughtered at the INRA experimental abattoir at 110 (*n*=3/breed), 180 (*n*=3/breed), 210 (*n*=3/breed) and 260 (*n*=3/breed) dpc. The collection of fetuses at these stages was completed to target the proliferation of foetal myoblasts (110 dpc), the end of proliferation (180 dpc), the contractile and metabolic differentiation of fibres, and the perinatal period, respectively. The *m.* *Semitendinosus* muscle was sampled for histochemistry, biochemistry and transcriptomics according to (Cassar-Malek et al., 2010).

All experimental procedures were approved by the Animal Care Committee in accordance with the Use of Vertebrates for Scientific Purposes Act 1985. The foetuses were collected respecting broadly recognized ethical standards, although a formal ethical evaluation was not mandatory at the time of this experiment.

### Histology

Serial sections (10 µm) were cut perpendicular to the *m. Semitendinosus* muscle fibres on a cryostat at −25°C. Contractile type was determined using anti-MyHC antibodies. Briefly, serial transverse sections were incubated with specific monoclonal antibodies (Picard et al., 1998) raised either against the slow (5B9) or the fast (F113 15F4) or a combination of slow and fast IIx (F5 8H2) or of the foetal *F* (4C10) MyHC categories. Immune complexes were revealed using a fluorescein isothiocyanate (FITC)-conjugated secondary antibody (Interchim, Montiluçon, France). Immunofluorescent staining was analysed in two zones under a microscope (Labophot-2, Nikon, Tokyo, Japan) with a fluorescent light (excitation filter 450 to 490 nm and stop filter 520 nm). The determination of fibre types and their frequencies expressed as a percentage was based on 200 fibres per cross section. Muscle areas from exactly the same position were analysed.

### RNA extraction and microarray hybridization

Total RNA was extracted from snap-frozen *m. Semitendinosus* tissue stored at -80°C using Trizol following the manufacturer's instructions. A Purelink RNA Mini Kit (Invitrogen) was used followed by a Dnase treatment (Qiagen). Then, 50 ng total RNA was amplified and fluorescently labelled to produce Cy3 cRNA using the Low Input Quick Amp Labeling One Color Kit (Agilent, Santa Clara, CA, USA). After purification (RNeasy Mini Kit, Qiagen), 1650 ng labelled cRNA was hybridized onto G2519F 023647 Bovine v2 GE 4×44 K microarray (Agilent) with hybridization buffer (Gene Expression Hybridization Kit, Agilent) according to the manufacturer's instructions. After 17 h of hybridization, slides were washed with the Gene Expression Wash Pack (Agilent). Microarrays were scanned with an Agilent G2505 scanner. Based on considerations of quality control we generated microarray data for the following subset of samples: 110d (BA *n*=3, CH *n*=2), 180 days (BA *n*=2, CH=3), 210 days (BA *n*=3, CH *n*=3), 260 days (BA *n*=2, CH *n*=3).

### Data normalization

Within and between array normalization was performed as previously described (Hocquette et al., 2012) Data were extracted and normalized with Feature Extraction 10.7 software (Agilent) using background and multiplicative detrend (no background subtraction). The mean intensity between the technical replicates was then calculated for each probe. Normalized log2 mean intensity (Cy3) were used. Data were submitted to GEO and published under accession number GSE60844.

### Calculation of DE

DE was calculated using the LIMMA method (Smyth et al., 2005) with a Benjamini-Hochberg multiple testing correction. 

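In the limma comparison of the breeds, 55 of the 20132 probes passed an adjusted p of 0.05 at 110 dpc, 46 higher and 9 lower in BA. At 180 dpc 2 probes passed, *KRT24* with a difference of −1.61 (limma adjusted p = 0.045) and *TMEM176B* with −2.59 (limma adjusted p = 0.048), both named after their values were seen. At 210 and 260 dpc 0 probes passed in limma. With an unadjusted p under 0.05 there were 2775, 1242, 1054 and 1075 probes. The count at 110 dpc was 0 with slide as a block, with the authors' value table and with the arrays of that stage alone. It was 1 without BA replicate 3 and 185 without BA replicate 1. At 260 dpc 31 probes passed without CH replicate 3, at 210 dpc 4 without BA replicate 2, and at 180 dpc 0 without CH replicate 2. In the difference averaged over the 4 stages 72 probes passed, 39 higher and 33 lower in BA, of which 68 had the same sign at every stage. The lowest adjusted p after *MSTN* was that of CS (probe A_73_P107236), with an average difference of 0.84 (SE 0.09, limma adjusted p = 3.7e-04). The brightest CS probe (A_73_109183) differed by −0.11 on average and A_73_P101601 by 0.36. *CTDSP2* differed by 1.51 (SE 0.17) by a probe named from the paper and not through its accession. The 4 other probes of *CTDSP2* differed by between −0.054 and −0.0077. *MMP19* differed by 1.04 (SE 0.13). Lower in BA were *ACBD6* with −0.43 (SE 0.05), *MCM3* with −0.87 (SE 0.11), *KRT24* with −0.84 (SE 0.11), *ASMT* with −0.82 (SE 0.13) and the unnamed probe A_73_P304866 with −0.56 (SE 0.09). Over the alternatives the count of 72 ran from 17 with the authors' value table to 209 with sire as a random block. It was 21 without BA replicate 2 at 180 dpc and 217 without BA replicate 1 at 110 dpc. None of the interferon genes' probes was among the 72.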

Very few significant DE genes were identified using this method. Consequently, we proceeded with a less stringent approach, relying on ranked genome-wide lists to biologically interpret the data. These approaches are less dependent on the significance of any one gene, but rather explore patterns of functional enrichment detected in large lists. All the downstream analyses can then focus on either the extremes of ranked lists using nominal *P*-values (top 1% or 5% of the genes in the list) or exploiting the entire ranked list for functional enrichment analysis using GOrilla (Eden et al., 2009) in which case no nominal threshold needs to be set. We focussed on the ‘Process’ level ontology for reporting in this manuscript.

To compute the MA plots between the breeds the average abundance and the DE (BA – CH) was computed for each gene at each time point. To ensure a more manageable data set for plotting we filtered to include all those genes minimally DE (a log2 difference of 0.5 equating to a fold change of 1.41). This yielded 2911, 1599, 966 and 1031 genes for 110, 180, 210 and 260 days, respectively, reflecting a reduction in breed difference as the muscle developmental program unfolds. 

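At 110, 180, 210 and 260 dpc, 953, 603, 407 and 408 of the 7939 genes tested had a probe whose group means differed by more than 0.5 log2 between the breeds. In probes this was 1731 (920 higher and 811 lower in BA), 1069 (550 and 519), 711 (312 and 399) and 705 (444 and 261). The counts use means of 2 or 3 foetuses and no error. Without the filter on dim probes they were 3673, 3118, 2333 and 2529 genes. With sex as a covariate, 1017 genes passed at 110 dpc and 628 at 260 dpc. The count was 970 at 180 dpc without BA replicate 2, 626 at 210 dpc without CH replicate 1 and 714 at 260 dpc without BA replicate 1 of that stage.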

We also computed a cumulative ‘overall’ DE by summing the absolute DE at each time point and then ranking on the sum. We generated a ranked list of developmentally regulated genes by ranking on standard deviation across the four time points for the BA.

### Comparison to MSTN mutant Piedmontese versus wild-type Wagyu

We attempted to find commonalities between the BA versus CH muscle structural DE with that made in an independent MSTN mutant system. We made use of the published data comparing MSTN mutant Piedmontese by Hereford crosses versus MSTN wild-type Wagyu by Hereford crosses (Hudson et al., 2009a), examining DE (Piedmontese minus Wagyu) of the slow muscle subunits at the 280 days peri-natal period.

### Quantifying the mitoproteome in BA versus CH

We filtered the 260 days data with a comprehensive mitoproteome list derived from http://mitominer.mrc-mbu.cam.ac.uk/release-3.1/begin.do. This list includes mitochondrially encoded proteins as well as the much more numerous nuclear-encoded proteins. We generated a gene list with no duplicates and based our gene list on the human data (as opposed to the mouse data) in the mitominer database.

### Calculation of PIF

Next we computed PIFs for each gene at each time point by multiplying average abundance by breed DE as previously described (Hudson et al., 2009a). We ranked the lists and explored for functional enrichment by hypergeometric statistics using GOrilla analysis. We used the two list import option, with a background list of 19,100 genes and target lists derived from the extreme 191 (nominal 1%) up- and downregulated.

### Calculation of DC

We calculated RIF1 and RIF2 DC scores using the methods outlined in Hudson et al. (2009a) and Reverter et al. (2010). In brief, to identify transcription factors and other regulatory molecules that have been rewired in the BA we applied our recently developed RIF analysis. We identified the regulatory molecules using Genomatix software as detailed in Hudson et al. (2009b). As we previously described (Hudson et al., 2015), the RIF procedure exploits global patterns of differential co-expression (or ‘differential wiring’) to infer those regulatory molecules for which behaviour is systematically different in a contrast of interest, in this case BA versus CH *m. Semitendinosus* muscle. RIF metrics for the *r*-th regulator were computed using the following formulae:

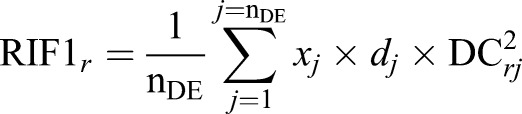
and

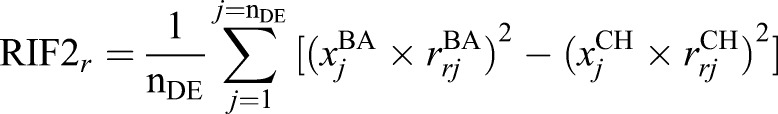
where n_DE_ represented the number of DE genes; 

 was the average expression of the *j*-th DE gene across all time points; 

 was the DE of the *j*-th gene in the BA versus CH contrast; 

 was the differential co-expression between the *r*-th regulator and the *j*-th DE gene, and computed from the difference between 

 and 

, the correlation co-expression between the *r*-th regulator and the *j*-th DE gene in the BA and CH samples, respectively; and 
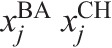
 represented the average expression of the j-th DE or TS gene in the BA and CH samples, respectively.

### Hierarchical clustering of both developmentally and breed regulated genes

We created a matrix of normalized mean expression values with as many columns as treatments (8) and as many rows as genes (12). The 12 genes were selected for deeper analysis on the basis of extreme developmental regulation (*MYH1, MYL4, MYH3, CKMT2, C13H20ORF194*) or extreme breed DE (*MSTN, CSRP3, TNNC1, MYH7* and *TPM3*) or extreme DC (*MSTN, NRIP2, TFB1M*). The matrix was imported into Permut Matrix software (Caraux and Pinloche, 2005), normalized on rows, and then hierarchically clustered on rows to highlight genes co-expressed across the eight treatments. Clustered genes were explored for functional relatedness of the encoded proteins.

In a complementary analysis, we also explored the numerical behaviour of the individual biological replicates to see if they were representative of the treatment means. Two matrices of individual normalized mean expression were generated to be imported into Permut Matrix for hierarchical cluster analysis. The first matrix was to test the performance of those genes previously highlighted as developmentally regulated. Are those individual normalized expression values correctly able to discriminate the samples into developmental group of origin? This matrix had 21 columns (all individual values across the eight treatments) and five rows (representing the developmentally regulated genes *MYL4, MYH3, MYH1, CKMT2* and *C13H20ORF194*).

The second was to test the performance of those genes previously highlighted as having substantial DE between the breeds at d260 when the muscle has reached its mature form. Are those individual normalized expression values correctly able to discriminate the samples into the breed of origin? This matrix had five columns (individual values across d260 samples only) and 40 rows (the 20 most up- and downregulated genes at d260 in BA versus CH as determined by PIF). In both cases the matrices were imported into Permut Matrix software, normalized on rows, then hierarchically clustered on both rows and columns.

How the deposited data were processed for this re-analysis (not part of the article)

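RNA from muscle of 21 foetuses, 10 BA and 11 CH, at 110, 180, 210 and 260 dpc was measured on single-colour 4x44K bovine arrays, 1 array per foetus. The authors made the intensity values in the scanner files with Feature Extraction. They applied background and multiplicative detrending and subtracted no background. The deposited intensity values are not scaled between arrays, although the paper's methods name a normalization between arrays. The authors' deposited value table is in log2. Of its 649670 values, 649571 or 99.98% were within 0.01 of the log2 of the scanner files' processed intensity. In that table a probe that was not well above background on an array has no value, and 189 further values are absent for probes that were well above background.

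Control spots and 258 spot values marked as outliers by the authors' software were left out, and the spots of each probe were averaged. No probe value was marked as saturated. The log2 intensities were reduced by the 75th percentile of their array, and a constant of 2.69 was added. This 75th percentile lay between 525 and 1174 intensity units, with a median of 706. The number of probes well above background sets the depth of each array. It limits genes such as *AGXT2L1* and *SMAD7*, and genes under the expression filter had to be compared near background. Probes were named through the accessions in the authors' files and the annotation of assembly ARS-UCD2.0. A probe without a name there took the one printed in the paper's tables, as the paper's *CTDSP2* probe did. The array was designed on another assembly, so no position of a probe is given. Of the 60 genes named in the results text, 57 had a probe and 44 of these passed the filter. *NRIP2*, *IFITM1* and *MYH7B* were not analysed here.

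The groups were the 8 combinations of breed and stage. The comparisons were the breeds at each stage and on average over the stages, 260 with 110 dpc in each breed, the stages' breed differences with each other, and male with female foetuses with the breed and stage groups in the model. They were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0 for reading. The residual degrees of freedom were 13 and the prior degrees of freedom 3.79. A probe passed at a Benjamini-Hochberg adjusted p under 0.05. Gene sets were tested with camera (correlation 0.01) and fry of limma, on the genes of a set that passed the filter. Of the sets that passed in camera, the slow genes at 210 dpc, the amino acid response genes at 260 dpc and on average, the *ATF4*-linked synthetases at 260 dpc and the histocompatibility genes on average held under fry. Both interferon lists, the mitochondrial genes, the regulators at 260 dpc, the fast fibre genes at 180 dpc and the histocompatibility genes at single stages did not. Single values were compared by exact permutation of the breeds within stages, two-sided. The breed difference at 210 dpc less that at 260 dpc was instead tested by exchanging these stages within each breed.

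On simulated data, 200 of 20021 probes were shifted. The average breed comparison recovered 195 of them (97.5%) with 11 false calls, the breed comparison at 210 dpc 183 (91.5%) with 6, and the comparison of sexes 192 (96%) with 13. The shifted probes were drawn among probes with a mean above 2. This was decided after a first draw among all tested probes had lost those that the shift moved under the filter. Each shift was the same at every stage. The shifts were larger than most differences of the 72 probes that passed in the average breed comparison. The noise was drawn independently for each probe. In the data 0 probes passed at 210 dpc, so the shares recovered are not the power for the differences in the data.

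The genes named in the text follow a rule. It takes every gene that the paper names in its results, 5 probes in each direction of the average breed comparison with the lowest p among those of the same sign at every stage, and 5 probes of the comparison of sexes. A gene is measured by the probe in the paper's tables where they print one, and otherwise by its brightest probe. The comparisons, the main scale, the filter, the thresholds and the alternatives were set before the data were examined, apart from those named here and in the closing section as chosen later.

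The alternatives were normexp background correction (offset 50), quantile normalization, median scaling, the authors' value table, no filter, a filter on detection, sex as a covariate, female foetuses alone, slide, replicate number or sire as a block, a trended and robust variance, the arrays of 1 stage alone, and each array left out in turn. Where an alternative leaves 1 array in a group, limma assumes that this array varies like the other groups. Normexp used median spot signals, because the scanner files hold no mean signal. Replicate numbers do not pair the foetuses. Group-centred arrays with the same number, 66 pairs, had a median correlation of 0.03, and the 126 pairs with other numbers −0.003. A scale on which the tables of the paper are matched (values of the authors' table less each array's median plus 4) was added after the data had been seen.

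The mitochondrial list, the interferon genes the paper does not name, and the lists of leukocyte, amino acid response, synthetase, fibre type, histocompatibility, regulator, posterior, anterior and Y-linked genes were written from gene symbols. The paper's own mitochondrial and regulator lists are not printed in its text and were not used. Some lists hold genes that the paper picked from these arrays. These are *PSMB9* of the 10 histocompatibility and proteasome genes, *OAS1Y* of the 34 interferon genes, *MYH1*, *ACTN3* and *MYBPC2* of the 12 fast fibre genes, *MYL2* and *MYH7B* of the 11 further slow fibre genes and *TFAM*, *TFB1M* and *DGUOK* of the 29 regulators. The other lists hold 0 of them. Gene ontology enrichment, histology and enzyme activity were not analysed here.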

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

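The tests on the posterior and anterior lists were chosen after the spread of *HOXA9* and *HOXA10* had been seen, the exact tests of the gene lists were added after their camera results, the exact test of the mean of 110 to 210 less 260 dpc and the leukocyte markers under the filter were added after their values had been seen, and the limit for the Y-linked probes was set after *ZFY* had been seen to overlap.

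The comparison of the sexes, which the paper does not make, gave a signal. In it 14 probes passed in limma, 2 higher and 12 lower in males. Among them were *XIST* with −9.22 (limma adjusted p = 3.9e-12), *ZFX* with −0.58 (limma adjusted p = 3.7e-04), *EIF2S3* with −0.77 and 2 probes of *KDM6A* with −0.83 and −0.61. *NMB* was higher in males by 0.42. *EIF2S3*, *KDM6A* and *NMB* are named after their values were seen. Without CH replicate 1 at 260 dpc the count was 30. Of 100 assignments of the sexes within groups, 2 gave as many, the real one included, so by this share chance can be excluded as the source of the count. The other of the 2 gave 51 probes, so the size of the count carries little weight. Mislabelling was tested on *XIST* and on the Y-linked probes that separate the sexes. Of *USP9Y*, males lay between 2.13 and 2.51 and females at or under −4.23, and of *DDX3Y*, males lay between 0.80 and 1.55 and females at or under −4.00. On these probes 0 foetuses were out of place. *ZFY* was well above background in all 13 females, and *SRY* in 0 of 8 males and 1 of 13 females, so these probes do not tell the sexes apart. Of the Y-linked list of 7 genes, 5 had a probe and 1 passed the filter. Sex itself, which the design gives, remains the open biological explanation.

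Interferon genes that the paper does not name also gave a signal. Of 34 listed genes, 23 had a probe and 13 passed the filter. All 13 were higher in BA in the mean of 110 to 210 dpc, by 0.80 on average (exact permutation p = 0.027 over 2000 splits, camera p = 2.9e-08 and fry p = 0.065 in limma). The difference was 1.37, 0.59, 0.45 and 0.14 at the successive stages. The tests of a technical source were made on the 9 genes of the paper's list, whose mean difference over 110 to 210 dpc was 1.68. With slide as a block it was 1.36, which argues against slides as the whole cause. Without any 1 foetus it was at least 1.08 (without BA replicate 3 at 110 dpc), which argues against a single animal. Of 20 leukocyte markers 11 passed the filter. Their median difference was 0.11, with 8 of 11 higher and an exact permutation p = 0.515 of their mean, and the brightest of them, *CD4* and *LYZ*, differed by −0.37 and 0.065. Of 8 markers under the filter 7 were higher, with a median of 0.39, among them *CD3E* with 1.28 and *CD8A* with 0.83, the latter 2 chosen after their values were seen. More leukocytes in the BA samples cannot be told apart from a difference within muscle cells, because bright markers would hide a small share of such cells and the other markers are dim. Both BA foetuses at 260 dpc had BA sire B, but all 3 foetuses of that sire at 110 and 210 dpc were above the highest CH foetus of their stage, which argues against the sire as the reason for the small difference at 260 dpc. At 210 dpc alone chance cannot be excluded, since 1 of 10 splits, the real one, gave a difference as large and 6 foetuses allow no smaller share. The difference between the stages was tested as well. For 210 less 260 dpc, the exact permutation exchanged these stages within each breed. It assumes no change between the stages in either breed, so it does not test the change in breed difference alone. The breed difference at 210 dpc less that at 260 dpc was 1.09 (exact permutation p = 0.315 over 200 splits), so it is not shown that the stages differ. Without BA replicate 2 at 210 dpc it was 1.61 (exact permutation p = 0.033). Over the alternatives other than arrays left out it ran from 0.033 to 1.13, with an exact permutation p of at least 0.29. Over all probes 0 passed in limma for this difference, with 786 at an unadjusted p under 0.05. The mean of 110 to 210 dpc less the value at 260 dpc was 1.46 (exact permutation p = 0.096 over 20000 splits, camera p = 0.014 and fry p = 0.38 in limma), a comparison in which all 9 genes were higher and 0 passed. A breed difference, which the design gives, remains open.

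Genes of the amino acid response, which the paper does not discuss, gave a signal at 260 dpc. Of 25 listed genes, 16 passed the filter and 13 of these were lower in BA. The mean difference was −0.47 (camera p = 4.24e-08 and fry p = 0.0021 in limma, exact permutation p = 0.2 over 10 splits) and the median −0.26. Camera takes the genes as the sample, and 5 foetuses allow no exact p under 0.1. The largest differences were those of *ASNS* with −1.66, *PHGDH* with −1.50, *SLC7A5* with −1.31 and *PSAT1* with −1.28, chosen after their values were seen. No gene of the list passed in limma after adjustment. At the earlier stages the exact permutation p was 0.4, 0.9 and 0.4. On average over the 4 stages the list differed by −0.19, with 14 of 16 genes lower (exact permutation p = 0.042 over 20000 splits, camera p = 9.5e-04 and fry p = 0.012 in limma). With 1 array left out the mean ran from −0.33 (without CH replicate 2) to −0.66 (without CH replicate 3), which argues against a single animal as the whole cause. The mean of the list was 4.00 and 3.92 in the BA foetuses and 4.55, 4.7 and 4.04 in the CH foetuses. The 4 synthetases that the paper reports could be part of this response. A general reduction of translation cannot be told apart from it, because 7 synthetases linked to *ATF4* (mean −0.34) and 7 other cytosolic synthetases (mean −0.11) did not differ (exact permutation p = 0.292, 3432 splits). A breed difference, which the design gives, remains open. The co-expression of the 4 synthetases rests on few arrays, and that of the list was not computed.

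*HOXA10*, which the paper does not discuss, ranged over 8.53 among the 3 CH foetuses at 260 dpc, from −4.27 to 4.26. The lowest value was not well above background, nor were those of 3 other arrays, so the low end of the range is uncertain. By the spread within groups *HOXA10* had rank 6 and *HOXA9* rank 33 of 20132 probes, with an SD of 2.3 and 1.12 against a median of 0.15. Over the 21 group-centred arrays the genes had a Pearson r of 0.972 and a Spearman rho of 0.949. The permutation p, which is too small on group-centred arrays, was 1e-05 for both, the smallest that the resamples give. It was 4e-05 after adjustment over 4 relations. These genes mark position along the body, so samples from more than one body level, or from the 2 muscles that the paper and the sample labels name, may be the source. Such samples would be expected to differ in other genes of position too. Against *PITX1* and *TBX4*, the rest of the posterior and hindlimb list that was measurable, r was −0.18 (permutation p = 0.435), rho was −0.23 (permutation p = 0.312) and r without the 2 most distant arrays −0.30. Against the mean of 5 genes of the anterior list r was −0.22 (permutation p = 0.344). Its genes went both ways, with an r with *HOXA10* of −0.83 for *HOXC5*, 0.86 for *HOXB4* and 0.77 for *HOXA5*, chosen after their values were seen, so this mean decides nothing. The body level of the samples cannot be told apart from other sources here, because 2 genes are too few to decide it. As lists, neither the posterior nor the anterior genes differed between the breeds on average (3 tested in each, exact permutation p = 0.42 and p = 0.53). No biological explanation was tested.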

How the results depend on the processing

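The paper's table scale, and *MSTN* scored with cumulative genes or with correlations over arrays, are tests chosen after the result was seen. The cause was not tested where a result changed, unless it is given.

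In every alternative run and with each array left out, *MSTN* was higher in BA on average (1.76 to 2.45 over the alternatives) and passed in limma. The mitochondrial share at 260 dpc stayed over 50% and passed in all alternatives other than arrays left out, and the interferon genes at 110 dpc did as well. The slow genes at 210 dpc were lower in every alternative. The developmental differences of *MYL4*, *MYH1*, *CKMT2*, *C13H20ORF194* and *SNAP91* passed in every alternative. Of the comparisons of single genes, 1069 kept direction and side of the threshold, 20 became weaker, 7 stronger and 22 reversed. All 7 were *MSTN* at 180, 210 or 260 dpc. With arrays left out these numbers were 1784, 3, 8 and 32, and 5 of the 8 came without CH replicate 3 at 260 dpc. The probes of the average comparison shared with the 72 were 66 of 77 with quantile normalization, 50 of 65 with normexp, 15 of 17 with the authors' value table, 8 of 23 in females and 72 of 209 with sire as a block.

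With normexp the probes passing in limma were 24 at 110 and 0 at 180 dpc, 256 genes were past 0.5 log2 at 260 dpc, and the PIF rank of *MSTN* was 31. *ACACB* at 260 dpc was 0.061 and *TAF12* on average −0.027. With quantile normalization 5 probes passed at 210 dpc, and the oxidative phosphorylation share was 56.7%. With median scaling 7 passed at 110 and 4 at 210 dpc. *NMI* and *MYOG* on average were −1.2e-04 and −0.0042. With this scaling the median of all probes was −0.12 at 110 dpc, against −0.042 with the main settings, and 0.16 between 260 and 110 dpc in BA, against 0.027. With the authors' value table 0, 4, 2 and 1 probes passed at the successive stages, 17 on average, 7020 and 6536 between 260 and 110 dpc in BA and CH, and 4 between the sexes. The oxidative phosphorylation share reversed to 48.9%, and the PIF rank of *MSTN* was 3. *ACACB* at 260 dpc was 0.034, *OVGP1* on average 0.054 and *DGUOK* 0.020. Its values are not scaled between arrays, and the median of all probes was 0.14 at 180 dpc. On the paper's table scale 1 probe passed at 110 and 5 at 180 dpc, 23 on average and 6 between the sexes. There were 1747, 1104, 685 and 714 genes past 0.5 log2, the PIF rank of *MSTN* was 3, and *OVGP1* on average was 0.015. At 110 dpc 2883 probes past 0.5 log2 were higher and 683 lower in BA on this scale, against 920 and 811 with the main settings.

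With no filter 9, 12, 1 and 6 probes passed at the successive stages, 32 on average and 30 between the sexes. There were 3673, 3118, 2333 and 2529 genes past 0.5 log2, and the ranks of *MSTN* were 16 by cumulative difference and 31 by PIF. More genes were tested, which accounts for part of the rise in genes past 0.5 log2. Dim probes are nearer to background, which limits what these counts show. With the filter on detection 3 probes passed at 210 and 3 at 260 dpc, and 1731, 1257, 779 and 914 genes were past 0.5 log2.

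With sex as a covariate 15 probes passed at 110 and 0 at 180 dpc, 628 genes were past 0.5 log2 at 260 dpc, and the PIF rank of *MSTN* was 25. At 260 dpc *XIST* reversed to −0.61, *CSRP3* to −0.072, *GMPPB* to 0.0087 and *ACACB* to 0.056, and *MYOG* on average to −0.0016. In female foetuses alone, which are fewer, 2 probes passed at 110 dpc and 23 on average. The interferon difference at 210 dpc was 0.37, 958 and 898 genes were past 0.5 log2 at 210 and 260 dpc, the cumulative rank of *MSTN* was 1 and its RIF1 0.027. At 260 dpc *XIST* was −0.30, *CSRP3* −0.67 and *ACACB* 0.50, and on average *NMI* was −0.15, *OVGP1* 0.12 and *MYOD1* 0.084.

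With slide as a block 0 probes passed at 110 and 0 at 180 dpc, 18 on average and 6 between the sexes. The interferon difference at 180 dpc was 0.77, and the oxidative phosphorylation share was 54.4%. On average *NMI* was −0.038 and *OVGP1* 0.0050. With replicate number as a block 2, 1 and 3 probes passed at 110, 180 and 210 dpc and 45 on average, and the oxidative phosphorylation share was 60.0%. With sire as a block 5 passed at 210 dpc and 209 on average, and *OVGP1* on average was 0.0038. With a trended and robust variance 1 passed at 180 and 1 at 210 dpc. With the arrays of 1 stage alone 0, 5 and 3 passed at 110, 180 and 210 dpc, and the interferon difference at 260 dpc, 0.23, passed in camera. The stage index was 1 with Ward linkage and 0.42 with correlation distance. The RIF1 of *MSTN* was 1.09 with cumulative genes and 0.50 with correlations over arrays, and its RIF2 with cumulative genes was 0.24.

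With each array left out, the probes passing ran from 1 (without BA replicate 3 at 110 dpc) to 185 at 110 dpc, 0 to 4 at 180, 0 to 4 at 210 and 0 to 31 (without CH replicate 3) at 260 dpc. They ran from 21 (without BA replicate 2 at 180 dpc) to 217 (without BA replicate 1 at 110 dpc) on average and from 10 to 30 between the sexes. The interferon difference ran from 0.68 to 3.65 at 110, 1.09 to 1.40 at 180 and 0.58 (without BA replicate 3) to 1.84 at 210 dpc, and its change between stages from 0.35 to 1.61. The slow genes at 260 dpc ran from −0.25 to 0.050. The mitochondrial share ran from 52.3% to 82.4% and the oxidative phosphorylation share from 33.3% (without CH replicate 2) to 92.2%. Genes past 0.5 log2 ran from 881 to 1303, 584 to 970, 339 to 626 and 403 to 714. The ranks of *MSTN* ran from 2 to 5 by cumulative difference and 6 to 50 by PIF. The stage index ran from 0.615 to 0.673 and the breed index from 0 to 1. RIF1 of *MSTN* ran from −1.62 to 1.00 and RIF2 from −1.78 to −0.12. Among single genes, *PSMB8* at 110 dpc ran from −0.068 to 2.01 and *MYL2* at 210 dpc from −0.33 to 0.038. At 260 dpc *CSRP3* ran from −0.48 to 0.66, *GMPPB* from −0.17 to 0.064, *ACYP2* from −0.080 to 0.73, *UXS1* from −0.33 to 2.51, *ACACB* from −0.26 to 0.18, *FABP4* from −1.31 to 3.01, *PLIN1* from −0.091 to 0.93 and *DGAT2* from −0.54 to 2.00. On average *NMI* ran from −0.049 to 0.11, *OVGP1* from −0.12 to 0.11 and *MYOG* from −0.053 to 0.12. Ranks of *NRIP2* were not run, since no probe named it.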

Differences from the paper's values

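The paper's table scale, and RIF scores with cumulative genes or with correlations over arrays, are the tests of this part that were chosen after the result was seen.

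At 110 dpc the paper gives 2911 genes past 0.5 log2, against 953 here. Of the alternatives set before the data were examined, the values do not differ by more than 1.5 times with no filter (3673 genes) and do so under every other. At 180 dpc the paper gives 1599 genes, against 603 here. The values are within 1.5 times with the filter on detection (1257) and under no other. At 210 dpc the paper gives 966 genes, against 407 here. They are within 1.5 times with the filter on detection (779) and with female foetuses alone (958), and under no other. At 260 dpc the paper gives 1031 genes, against 408 here. They are within 1.5 times with the filter on detection (914), with female foetuses alone (898) and without BA replicate 1 at 260 dpc (714), and under no other. On the paper's table scale, an alternative chosen after seeing the values, the counts are 1747, 1104, 685 and 714 genes, or 3566, 2140, 1283 and 1281 probes. Of these the genes are within 1.5 times of the paper's values at 180, 210 and 260 dpc, and the probes at all 4 stages. Counted as probes with the main settings they are 1731, 1069, 711 and 705, which is within 1.5 times of the paper's value at each stage other than 110 dpc.

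The paper gives 169 mitochondrial transcripts higher in BA at 260 dpc, against 101 here. Its list of mitochondrial transcripts is longer, 514 against 346 here, and as parts of these lists the values are within 1.5 times. The values are within 1.5 times with quantile normalization (119), the authors' value table (148), slide as a block (134), all probes in place of 1 per gene (154), without BA replicate 1 (136), without CH replicate 2 (165) and without CH replicate 3 at 260 dpc (158). Under the other alternatives they differ.

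The paper gives 23 regulators of mitochondrial content with a positive RIF2, against 9 here. Of the list used here 20 genes had a score. With correlations over arrays, an alternative chosen after seeing the values, 11 of the 20 had a positive RIF2.

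The paper places *MSTN* at an extreme of negative RIF1 and RIF2. Here its rank by distance from the origin was 2812 of 7914. The paper ranks *MSTN* 3 by cumulative difference and 5 by PIF at 260 dpc, against rank 4 and rank 6 here. The PIF rank was 3 with the authors' value table and on the paper's table scale, the latter chosen after seeing the values. *JSP.1* and *UPK2* are above *MSTN* by PIF in the paper, and their Table 3 probes were under the expression filter here. With no filter the rank of *MSTN* by PIF was 31.

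The paper clusters the arrays by stage on 5 genes. Here the adjusted Rand index was 0.649 with average linkage, and 1 with Ward linkage. The paper lists *GMPPB* and *MRS2* as higher in BA at 260 dpc, whereas here the differences were −0.063 and −0.19, and 0.0087 for *GMPPB* with sex as a covariate. The other 4 genes of that list were higher here. The paper lists *ACACB* among the genes most clearly higher in CH, and here it differed by −0.0087. *CSRP3* is lower in BA in one or both of the later stages in the paper. Here it differed by −0.63 at 210 dpc and by 0.091 at 260 dpc, and with female foetuses alone by −0.67 at 260 dpc. In the paper *ACTVIIB* did not pass the filter on expression, and here it did. The paper counts *MYH3* among the genes of high developmental change, and here its probe had rank 6828 of the probes by this SD. The gene had rank 199, by another and dimmer probe. The paper finds modest scores for the muscle regulatory factors and prominent ones for *TAF12*. Here, among 7914 genes and not regulators alone, *MEF2C* had rank 607, *MYOD1* rank 1119 and *TAF12* rank 6106. With cumulative genes these ranks were 2969, 199 and 5331, and with correlations over arrays 331, 5608 and 5741, both chosen after seeing the values.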

Other observations

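The tests of scan day, of called probes with a sibling that falls short, and of *HOXA9* and *HOXA10* as a covariate were chosen after the result was seen. The criteria for the slow fibre programme and for a single animal in the mitochondrial share were set after the values had been seen.

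Of 100 assignments of the breeds within stages, 1, the real one, gave as many as 72 probes in the average breed comparison. The median of the others was 0 and the highest 7, so chance in the grouping of the foetuses can be excluded as the source of this count. Each breed had 2 sires, so a difference between these sires cannot be told apart from a difference between the breeds. The count itself was 21 without BA replicate 2 at 180 dpc and 217 without BA replicate 1 at 110 dpc. A sequence variant under a probe would alter 1 probe of a gene and spare its siblings. For 27 of the 72 probes a sibling probe was measured, 43 siblings in all. Of these, 27 had the same sign and at least 0.5 of the difference and 16 had less, with 8 of the siblings being called probes themselves. For 16 of the 27 probes no sibling fell short, which argues against sequence variants for these probes. For the other 11, a variant under the probe cannot be told apart from a difference of the gene, because no sequence was used here. Among them was *CTDSP2*, with 4 siblings that fell short. Its called probe was named from the paper and not through its accession, so it may not read the gene of its siblings. The 45 probes without a sibling were not tested. Among the 72 probes, and chosen after their values were seen, were *FST* with −0.51 (limma adjusted p = 0.024), *BMPER* with −0.56, *WNT2B* with −0.86, 2 probes of *SFRP1* with −0.38 and −0.37 and *TAP2* with 1.01. *FST* differed by −0.96, −0.34, −0.041 and −0.70 at the successive stages.

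At 210 dpc, where 0 probes passed in limma, all 10 splits of the 6 foetuses had as many, so this count says nothing about chance. The count of genes past 0.5 log2 at 110 dpc could come from the imbalance of the sexes. With sex as a covariate it was 1017, against 953 without, which argues against this explanation.

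The mitochondrial share at 260 dpc was weighed against other sources. Of the other genes a smaller share was lower in BA (Fisher's exact p = 1.52e-14), which argues against a skew of all genes. Of 10000 lists of genes matched in abundance, 0 had a share as large, a fraction of at most 1e-04, the smallest that they can give, with a median of 50.6% and a highest of 62.4%. This argues against abundance. Chance in the grouping of the foetuses cannot be told apart from breed, as 6 of 10 splits gave a share as far from 50%, up to 89.6% for BA replicate 1 with CH replicate 1 against the rest. Nor can a single animal, as the share was 52.3% without CH replicate 2 and 54.3% without CH replicate 3. Such genes vary together between foetuses, and 5 foetuses are too few to separate this from breed. The 29 listed regulators of mitochondrial DNA and content, of which 20 passed the filter, differed by −0.10 at 260 dpc, 16 of 20 lower (exact permutation p = 0.1, camera p = 0.039 and fry p = 0.054 in limma). Breed remains open.

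CS was higher in BA at 260 dpc by its Table 3 probe, whereas the brightest other probe differed by −0.055. The remaining probe was higher by 0.67. A sequence variant or a transcript form that the brightest probe does not read alike may be the source, and it cannot be told apart from a difference of the gene, because no sequence of these animals was used here.

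The lower slow subunits at 210 and 260 dpc could be part of a whole slow programme. Of 11 further slow fibre genes 9 passed the filter. At 210 dpc 8 of 9 were lower, by −0.17 on average (exact permutation p = 0.3), and at 260 dpc 5 of 9, by −0.071 (camera p = 0.453 in limma, exact permutation p = 0.5). This cannot be told apart from a change of the named subunits alone, because 5 foetuses are too few and the subunits' own mean at 260 dpc depends on the probes. It was −0.098 with the brightest probe of each gene and −0.28 with all probes. The fast fibre list differed by 0.051 at 260 dpc, with 8 of 9 genes higher (exact permutation p = 0.8). With *HOXA9* and *HOXA10* as a covariate the mean difference of the 4 subunits at 210 dpc was −0.69, against −0.56 without. The body level of the samples still cannot be told apart from breed as its source, because these genes are not shown to mark body level here. The correlation of *HOXA9* and *HOXA10* with the subunits had an r of −0.48 (permutation p = 0.028, adjusted 0.056) and a rho of −0.33 (permutation p = 0.143). These p-values are too small, because group-centred arrays were permuted. Without the 2 most distant arrays r was −0.21. A breed difference remains open.

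For *MSTN*, 42 of 100 assignments of the breeds within stages gave a RIF1 and 73 of 100 a RIF2 as far from 0 as the real one. Chance cannot be excluded for either score. The RIF1 without CH replicate 2 at 110 dpc was 1.00.

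*INSM1*, with rank 5 by PIF at 260 dpc, varied between arrays of 1 group together with many probes. With group means removed, 220 probes had an r above 0.8 with it, and 12 of the 20 genes with the highest PIF were among those that vary with it. The mean deviation of such probes differed between the 3 scan days (permutation p = 0.0184), with means of 0.42, −0.12 and −0.15, so the scan day may contribute to this variation. The breed difference of the mean of such probes was −1.03, 0.21, −0.41 and 0.20 at the successive stages, and that of *INSM1* itself −2.80, 0.80, −1.49 and 0.87. With this mean as a covariate, 17 of the 20 genes with the highest PIF kept at least 0.5 of their difference. Of these, 8 did not have an r above 0.8 with *INSM1*. *HSD17B1*, 1 of the 8, had an r of 0.73, and its difference went from 0.81 to 0.55. The rest of the 8 had an r between −0.30 and 0.20, so that they kept their difference says little. Of the 12 with an r above 0.8, 9 kept at least 0.5, and the share kept ran from 0.45 to 0.744 with a median of 0.557. *INSM1*, *U2AF2* and *STRN3* did not keep 0.5. For the 12 genes this variation cannot be told apart from a breed difference, because the genes were chosen for their difference on the same 5 foetuses. *MSTN* at 260 dpc differed by 2.09 with the covariate. No biological explanation was tested.

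The paper offers histocompatibility haplotypes as 1 possibility for an interferon result that it calls unresolved. Of 10 genes of histocompatibility class I and the immunoproteasome, 9 passed the filter. At 260 dpc all 9 were higher in BA, by 0.44 on average (exact permutation p = 0.1, camera p = 0.0053 and fry p = 0.26 in limma). On average over the stages they differed by 0.46 (exact permutation p = 0.0027, camera p = 5.6e-05 and fry p = 0.036 in limma).

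At 260 dpc *FABP4* differed by 0.85, *PLIN1* by 0.42 and *DGAT2* by 0.73. The differences at 110, 180 and 210 dpc were 0.75, −2.15 and −0.92 for *FABP4*, 0.35, −0.66 and 0.21 for *PLIN1* and 0.78, −1.37 and −0.14 for *DGAT2*. None passed in limma after adjustment. Without BA replicate 1 the differences at 260 dpc were −1.31, −0.091 and −0.54.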
